# Epiplakin expression is lost in psoriatic skin lesions and is downregulated by IFN-γ in *ex vivo* skin cultures

**DOI:** 10.3389/fcell.2025.1617737

**Published:** 2025-07-17

**Authors:** Hannes Kühtreiber, Corinne Drexler, Melanie Salek, Lisa Auer, Johannes Griss, Michael Mildner, Peter Fuchs

**Keywords:** plakins, epiplakin, psoriasis, atopic dermatitis, scRNAseq

## Abstract

Proteins of the plakin family are predominantly expressed in the epidermis and play a crucial role in cytoskeletal assembly by crosslinking intracellular structural components with cell–cell junctions and the plasma membrane. While most plakins are critical for maintaining epidermal integrity, the role of epiplakin (EPPK1) in inflammatory skin disorders has not been thoroughly investigated. We therefore used single-cell RNA sequencing (scRNAseq) analysis, immunofluorescence, and *ex vivo* cytokine treatment of human skin explants to investigate EPPK1 regulation in psoriasis. ScRNAseq analysis of psoriatic and healthy skin revealed that *EPPK1* was the only member of the plakin family showing specific downregulation in the epidermis of psoriatic lesions. This finding was corroborated at the protein level by immunostaining of human psoriasis samples showing a specific downregulation of EPPK1 in the suprabasal granular layer of psoriatic epidermis. Transcriptomic profiling of Eppk1^−/−^ murine epidermis revealed reduced expression of genes involved in epithelial adhesion and lipid metabolism, partially overlapping with the psoriatic keratinocyte signature, suggesting that EPPK1 loss may predispose the skin to barrier dysfunction under inflammatory stress. Investigation of the mechanism underlying the EPPK1 regulation in psoriasis revealed that interferon-γ (IFN-γ) was the main cytokine involved in its downregulation in human *ex vivo* skin. Collectively, our findings demonstrate a specific IFN-γ-dependent downregulation of EPPK1 in psoriasis, suggesting that lack of EPPK1 might contribute to the epithelial defects observed in this inflammatory skin condition.

## 1 Introduction

Plakins are high-molecular-weight proteins which are also referred to as cytolinkers that play a crucial role in cytoskeletal assembly in various cells by crosslinking intracellular structural components with junctional complexes and the plasma membrane (Bouameur et al., 2014). The plakin family comprises seven members: plectin (*PLEC*), periplakin (*PPL*), microtubule-actin cross-linking factor 1 (*MACF1*), epiplakin (*EPPK1*), envoplakin (*EVPL*), desmoplakin (*DSP*), and bullous pemphigoid antigen 1 (*DST*) (Bouameur et al., 2014). These proteins are all expressed in the epidermis, and most have been demonstrated to be essential for epidermal integrity in knockout animal studies, with many members implicated in blistering skin diseases (Bouameur et al., 2014). One notable exception is EPPK1, the ablation of which did not result in any obvious alterations in the epidermal architecture in mice (Spazierer et al., 2006).

EPPK1 is distinct from all other plakins because it consists exclusively of plakin repeat domains (PRDs), whereas other plakin family members contain additional structural domains, such as actin and microtubule-binding domains (Spazierer et al., 2003; Bouameur et al., 2014). A detailed analysis of the *EPPK1* genomic locus in humans and mice has revealed the presence of multiple variants containing 9 to 16 PRDs, caused by varying numbers of identical PRD copies at the C-terminus (Ishikawa et al., 2018; Ueo et al., 2021). The expression of EPPK1 is restricted to epithelial tissues, with the highest levels found in the epidermis (Fujiwara et al., 2001; Spazierer et al., 2003). Co-localization of EPPK1 with keratin filaments has been demonstrated in cultured cell lines (Jang et al., 2005). Specifically, PRDs of mouse Eppk1 have been shown to bind to simple keratins 8 and 18, as well as epidermal keratins 5 and 14 (Spazierer et al., 2003; Szabo et al., 2015).

Interestingly, although the epidermis of *Eppk1* ^−/−^ mice did not show any ultrastructural abnormalities, faster keratinocyte migration was observed during wound healing, indicating a subtle role for Eppk1 in keratinocyte dynamics (Goto et al., 2006; Spazierer et al., 2006). A similar phenotype was observed in the cornea of *Eppk1* ^−/−^ animals, characterized by increased fragility, impaired intraepithelial cell differentiation, and accelerated cell migration of epithelial cells (Kokado et al., 2013). These findings suggest that while EPPK1 is not strictly required for epidermal integrity at least under non-stressed conditions, it may play a regulatory role in keratinocyte migration and wound repair. Recent live microscopy studies have shown that EPPK1 is diffusely distributed in the cytoplasm under homeostatic conditions, a finding that contrasts with previous reports describing its association with keratin filaments in fixed cells. It was further observed that under conditions of elevated cytoplasmic Ca^2+^ levels, EPPK1 associates with keratin filaments, leading to reduced keratin dynamics (Ratajczyk et al., 2022). In addition, EPPK1 presence in vertebrate genomes for over 450 million years, except in whales and dolphins, indicates an evolutionarily conserved role (Fuchs et al., 2022). However, it remains unclear whether EPPK1 mutations are associated with skin pathologies, as no reports have described human EPPK1 mutations linked to disease thus far.

As little is known about plakins in inflammatory skin conditions, we conducted the present study to investigate their expression and regulation in human and imiquimod induced murine psoriasis as well as atopic dermatitis, two chronic inflammatory skin diseases with different pathogenesis.

## 2 Materials and methods

### 2.1 Sample dissociation and preparation of the single-cell suspension

Wildtype and *Eppk1* ^*−/−*^ mice were bred and maintained as previously described (Spazierer et al., 2006). Mice were sacrificed, and dorsal skin was excised under sterile conditions. Tissue samples were washed in Dulbecco’s phosphate-buffered saline (PBS, without Ca^2+^/Mg^2+^; Gibco™, Thermo Fisher Scientific, Waltham, MA, United States, cat#: 14190144) under laminar airflow. Six mm punch biopsies were taken from intact dorsal skin of each a wild type C57BL/6J and a *Eppk1* ^−/−^ mouse backcrossed into the C57BL/6J background, mechanically minced, and enzymatically dissociated using the Whole Skin Dissociation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany, cat#: 130-101-540) in gentleMACS™ C Tubes (Miltenyi Biotec, cat#: 130-093-237) for 2.5 h at 37°C. Dissociation was performed using the gentleMACS™ Octo Dissociator with Heaters (Miltenyi Biotec, cat#: 130-096-427), following the manufacturer’s instructions. This protocol yielded single-cell suspensions with >90% viability. Cell suspensions were filtered sequentially through 100 μm and 40 µm strainers (Corning Inc., Corning, NY, United States, cat#: 352360 and cat#: 352340, respectively), then washed twice with 0.04% bovine serum albumin (BSA; Sigma-Aldrich, St. Louis, MO, United States, cat#: A9418) in PBS. Cell concentration and viability were assessed using the Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (Logos Biosystems, Anyang-si, Gyeonggi-do, South Korea, cat#: F23001) and counted with the LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems, cat#: L20001).

### 2.2 Single-cell processing and library preparation

Single-cell RNA sequencing was performed using the Chromium Single Cell Fixed RNA Profiling Kit (10x Genomics, Pleasanton, CA, United States) according to the manufacturer’s instructions (CG000527, protocol version F). Approximately 10,000 cells per sample were targeted for recovery. Cells were hybridized with the Mouse Whole Transcriptome Probe Set (10x Genomics, Pleasanton, CA, United States, cat#: 1000496) and barcoded using the Chromium Next GEM Dual Index Kit TS Set A (10x Genomics, Pleasanton, CA, United States, cat#: 1000215) as part of the Pooled Wash Workflow. Library construction was performed using the Next GEM Single Cell Fixed RNA Hybridization and Library Kit (10x Genomics, Pleasanton, CA, United States, cat#: 1000415) and Gel Bead Kit (10x Genomics, Pleasanton, CA, United States, cat#: 1000421). Libraries were amplified using 9 cycles of PCR, followed by quality control using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States), which showed clean profiles with expected fragment distributions.

### 2.3 Sequencing and data processing

Final libraries were sequenced on an Illumina NextSeq 2000 platform (Illumina Inc., San Diego, CA, United States) using a P4 100-cycle flow cell in paired-end mode, following 10x Genomics recommendations for the Fixed RNA Profiling workflow. Raw base call (BCL) files were demultiplexed using Cell Ranger mkfastq with the SI-TS-G2 dual index set (10x Genomics, Pleasanton, CA, United States). Reads were aligned to the mm10 mouse reference genome provided by 10x Genomics, and gene expression matrices were generated based on unique molecular identifier (UMI) counts.

### 2.4 scRNAseq analysis

Publicly available scRNAseq data sets GSE173706 (Ma et al., 2023), GSE165021,GSE150361,GSE193350 (Guo et al., 2024) and GSE153760 (Bangert et al., 2021) were retrieved from the NCBI Gene Expression Omnibus (GEO) database. Processing and analysis were performed using R (version 4.3.1, The R Foundation, Vienna, Austria) and RStudio (version 2023.6.2.0 + 561). Computational scRNAseq analyses were conducted using the Seurat package (version 4.9.9.9059) as per the developer’s vignettes (Hao et al., 2023). For each individual dataset, UMI count matrices were generated and converted to Seurat objects which were subsequently merged into a single object and subjected to quality control. For the psoriasis dataset (GSE173706) (Ma et al., 2023), cells were filtered based on the following criteria: fewer than 500 UMIs, fewer than 500 or more than 6,000 expressed genes, and more than 10% mitochondrial reads. Similarly, for the GSE153760 (Bangert et al., 2021) atopic dermatitis, the imiquimod dataset GSE165021,GSE150361,GSE193350 (Guo et al., 2024), as well as the data generated from *Eppk1* ^*−/−*^ mice (GSE300052) cells with fewer than 200 or more than 45,000 UMIs, fewer than 100 or more than 7,500 expressed genes, and more than 10% mitochondrial reads were excluded from further analysis. Additionally, all mitochondrial genes were removed from the UMI count matrices. Normalization and variance stabilization were performed using the ‘SCTransform’ function with v2 regularization, regressing out the percentage of mitochondrial reads. Dimensionality reduction was performed via principal component analysis (PCA) with 50 principal components, after which initial clustering was conducted using the ‘RunUMAP’, ‘FindNeighbors’, and ‘FindClusters’ functions. To correct for batch effects, the merged Seurat object was split by sample, and each subset was normalized. For data integration, the merged dataset was divided into ‘count’ and ‘data’ layers, followed by normalization and identification of variable features, per Seurat v5 integrative analysis guidelines. Features were scaled and centered before conducting PCA. Data integration was performed using the “IntegrateLayers” function with an anchor-based RPCA approach. The integrated, batch-corrected expression matrix was used for further analyses. Clustering was performed following the standard Seurat workflow, using UMAP and Louvain clustering with the “RunUMAP,” “FindNeighbors,” and “FindClusters” functions. Validation was performed by examining known marker panels to ensure the plausibility of initial clustering. For sub-clustering analysis, clusters of interest were subset, and the processes of normalization, variance stabilization, and integration were reiterated. PCA, UMAP, and Louvain clustering were then performed on the reintegrated subsets to derive sub-clusters. Differentially expressed genes (DEGs) were identified using the MAST statistical framework (Finak et al., 2015), implemented in Seurat’s ‘FindMarkers’ and ‘FindAllMarkers’ functions, focusing on genes expressed in a minimum of 25% of cells in one group. The “AddModuleScore” function within the Seurat environment was used for module score calculation of gene sets.

To functionally annotate DEGs, enrichment analysis was performed using the Enrichr R package (Kuleshov et al., 2016), querying the “GO_Biological_Process_2025”, “GO_Cellular_Component_2025”, and “WikiPathways_2024_Human” databases. Only significantly regulated genes (adjusted p-value < 0.05 and log_2_FC > 0.5) were included in the analysis. Enriched terms were ranked according to Enrichr’s “combined score,” which integrates the Fisher’s exact test p-value with the deviation from expected rank (z-score). The top enriched terms were visualized as dot plots indicating both combined score and gene ratio.

### 2.5 Data visualization

Data visualization was conducted using Seurat v. 4.9.9.9059 (Hao et al., 2023), ggplot2 v.3.4.2 (Wickham, 2016), EnhancedVolcano v.1.18.0 (Blighe et al., 2023), and scCustomize v.1.1.1 (Marsh et al., 2023).

### 2.6 Sampling of psoriatic and healthy skin

Lesional skin of psoriatic patients was collected at the Department of Dermatology, Medical University of Vienna via 6 mm punch biopsies. Healthy skin samples were obtained from abdominal tissue post plastic surgery at the Division of Plastic and Reconstructive Surgery, Department of Surgery, Medical University of Vienna.

### 2.7 *Ex-vivo* treatment of skin biopsies

The *ex-vivo* maintenance of the skin samples was carried out using KBM™-2 basal medium (Lonza Group AG, Basel, Switzerland, cat#: CC-3103) supplemented with KGM™-2 SingleQuots™ (Lonza Group AG, Basel, Switzerland, cat#: CC-4152), ensuring that the epidermis was not submerged in culture medium. Samples were treated with either 10 ng/mL recombinant IL-17A (R&D Systems®, cat#: 7955-IL/CF; n = 6), 10 ng/mL recombinant human IL-22 (R&D Systems®, cat#: 782-IL-010/CF; n = 4), 10 ng/mL recombinant human IL-1β (BioLegend®, cat#: 579402; n = 6), 10 ng/mL recombinant human IFN- γ (PeproTech®, cat#: 300-02-20UG; n = 6), a combination of the cytokines (n = 6), or medium alone (n = 6). Treatments were carried out for durations of 2 days, 4 days, or 8 days, with medium and cytokine changes performed every other day. After the treatment period, samples were fixed in 7.5% buffered neutral formaldehyde solution for further processing.

### 2.8 Immunofluorescence staining and microscopy

Paraffin-embedded sections from healthy donors, psoriasis patients, and *ex-vivo* treated skin samples were deparaffinized using a heater fan until the paraffin melted, followed by incubation in xylene. Sections were sequentially rehydrated through ethanol solutions (96%, 80%, 30%) and then rinsed in deionized water (dH2O). Antigen retrieval was performed using a 10 mM sodium citrate buffer (pH 6) prepared by diluting 25 mL of Target Retrieval Solution 10x (Dako, cat#: S2369) in 225 mL dH2O. Slides were placed in a jar containing 80 mL buffer and heated in a pressure cooker, followed by cooling to room temperature. The primary anti-EPPK1 antibody (Abcam, cat#: ab247172) was diluted 1:50 in 2% PBS/BSA, and 100 µL was added to each pap pen encircled section, followed by overnight incubation at 4°C. The sections were washed in PBS and incubated for 30 min at room temperature in the dark with Goat anti-Rabbit IgG (H+L), Alexa Fluor™ 546 (Invitrogen, ThermoFisher Scientific, cat#: A-11035), at a dilution of 1:500 in 2% PBS/BSA. The mixture included 10% goat serum and DAPI (1:1,000) (ThermoFisher Scientific, cat#: 62248). Sections were washed in PBS and dH2O and subsequently mounted with aqua polymount medium (Polysciences, cat#: 18606) and stored at 4°C. Fluorescence microscopy was conducted using an OLYMPUS BX63 fluorescence microscope, together with Olympus cellSens software (Olympus, Shinjuku, Tokyo, Japan).

### 2.9 Statistical analysis

Immunofluorescence quantification was performed using ImageJ (version 1.53t, National Institutes of Health, Bethesda, MD, United States). EPPK1 expression was assessed by calculating the Corrected Total Cell Fluorescence (CTCF), defined as: Integrated Density – (Area × Mean Background Fluorescence), providing a background-adjusted measure of total fluorescence signal over the EPPK1-positive area. All statistical analyses and data visualization were conducted using GraphPad Prism version 10.0.3 (GraphPad Software, San Diego, CA, United States). Comparisons involving more than two groups were analyzed using one-way ANOVA followed by Dunnett’s multiple comparisons test. Differences between two groups were assessed using unpaired two-tailed *t*-tests. Associations between continuous variables were examined using Pearson’s correlation coefficient. Relationships between categorical and continuous variables were analyzed by simple logistic regression. A *p*-value < 0.05 was considered statistically significant. For multiple comparisons, adjusted *p*-values were applied where indicated.

## 3 Results

### 3.1 *EPPK1* mRNA-expression is significantly reduced in psoriatic lesions

To assess the expression levels of plakin family members, we re-analyzed a previously published scRNAseq dataset (Ma et al., 2023) from lesional and non-lesional psoriatic skin, alongside healthy controls. Following initial clustering of cell types (Figure 1A; Supplementary Figure S1A), we calculated a psoriasis module score based on key psoriasis-associated genes (*S100A7A*, *S100A8*, *S100A9*, *IL17A*, *IL1B*, *IL22*, *IFNG*, *KRT6A*, *KRT16*, *MKI67*, and *IL23A*), which revealed a strong increase in lesional psoriatic skin and a moderate increase in non-lesional skin compared to healthy controls (Figures 1B–D), confirming accuracy of the disease-state and providing a reliable platform for further analysis. Notably, the module score also incorporated proinflammatory cytokines (*IL17A*, *IL1B*, *IL22*, *IL23*, and *IFNG*) which were upregulated in lesional psoriasis, providing context for the regulation of plakin family members (Figures 1B–D). Subsequent keratinocyte subsetting (Figure 1E) and clustering into differentiation stages, using well-established marker genes (Supplementary Figures S1B, S2), identified proliferative basal keratinocytes and differentiated keratinocyte stages. A plakin gene module score, derived from the expression levels of all plakin members, including *DSP*, *DST*, *EPPK1*, *EVPL*, *MACF1*, *PLEC*, and *PPL*, was subsequently calculated. This revealed a marked reduction in the overall expression of plakin family members in lesional psoriatic skin (Figures 1F–H), while expression levels in non-lesional skin remained largely similar to healthy controls. Further dissection of individual plakin family members expression revealed that *EPPK1* stood out as the most significantly downregulated plakin in psoriasis (Figure 1I). Violin plots illustrated that *EPPK1* expression was substantially decreased across all epidermal layers of lesional skin, with a pronounced reduction observed in the late differentiation stages of keratinocytes (Figures 1J–L). Non-lesional psoriatic skin showed a moderate reduction in *EPPK1* expression compared to lesional skin, though its levels remained lower than those observed in healthy controls. Interestingly, all other plakin family members showed less, or no deviating expression levels in psoriasis (Supplementary Figure S3). Importantly, the significant downregulation of *EPPK1* contrasts with the relatively stable expression of *EVPL* and *PPL*, two plakins highly expressed in differentiated keratinocytes (Figure 1I; Supplementary Figure S3). Taken together with the reduced but largely preserved expression of key terminal differentiation markers *FLG* and *CDSN* (Supplementary Figures S2E, F), this pattern indicates that *EPPK1* downregulation is unlikely to be solely a secondary consequence of impaired keratinocyte differentiation in lesional psoriasis. These findings underscore the distinct downregulation of *EPPK1* mRNA expression in psoriasis, particularly in relation to keratinocyte differentiation, with non-lesional skin retaining *EPPK1* levels closer to healthy controls.

**FIGURE 1:**
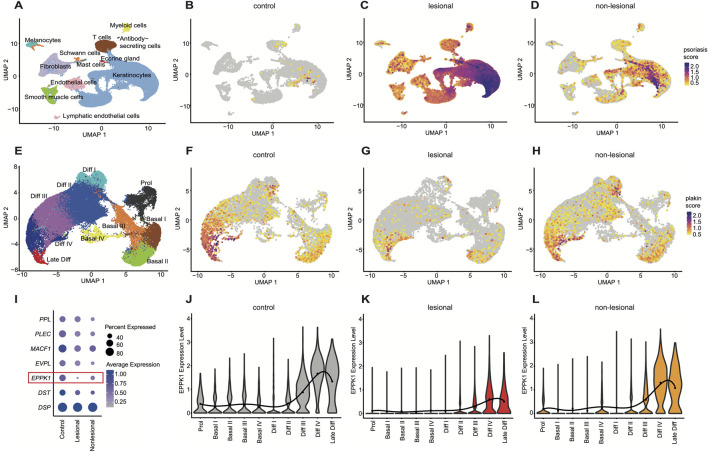
Comprehensive scRNAseq analysis of plakin regulation in psoriasis **(A)** UMAP visualization from a comprehensive scRNAseq analysis, revealing 12 distinct cell clusters. **(B–D)** Feature plots illustrating a psoriasis module score, including the expression levels of *S100A7A, S100A8, S100A9, IL17A, IL1B, IL22, IFNG, KRT6A, KRT16, MKI67*, and *IL23A* genes. Feature plots are split by condition into **(B)** (F) control, **(C)** lesional, and **(D)** non-lesional psoriasis. **(E)** UMAP of a subset from the keratinocyte cluster, showing 10 distinct clusters representing stages of keratinocyte differentiation. **(F–H)** Feature plots showing a plakin module score, including expression levels of *DSP, DST, EPPK1, EVPL, MACF1, PLEC*, and *PPL* genes, split by condition into **(F)** control, **(G)** lesional, and **(H)** non-lesional. **(I)** Dot plot showing expression levels of epidermal plakins in the keratinocyte subset split by condition. Dot size represents the expression percentage for each gene with color intensity reflecting average gene expression levels. **(J–L)** *EPPK1* expression levels as violin plots, split by condition. The mean expression level for each keratinocyte cluster is indicated by a black dot, with the solid black line representing a smooth sixth-degree polynomial regression fit through the means. **(J)** Grey violins show *EPPK1* expression levels in healthy skin, **(K)** red violins illustrate *EPPK1* expression in lesional psoriasis, and **(L)** orange violins show *EPPK1* expression in non-lesional psoriasis.

### 3.2 *Eppk1^−/−^* keratinocytes downregulate adhesion and lipid genes, partly mirroring psoriatic profiles

To investigate the role of EPPK1 in epidermal homeostasis and its potential involvement in psoriasis-associated transcriptional changes, we performed scRNA-seq of skin isolated from wildtype and *Eppk1* ^−/−^ mice. 

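Cells were taken from a 6 mm punch of dorsal skin of 1 wildtype mouse and 1 *Eppk1*-/- mouse, so that each genotype is represented by 1 library. The assay (10x Genomics Fixed RNA Profiling) hybridizes pairs of probes to the RNA of fixed cells and counts ligated pairs by their unique molecular identifiers (UMIs), which removes copies made by PCR. Cells of both mice carried their own probe barcode and were pooled before droplets were formed, and 1211 droplet barcodes occurred in both libraries. The authors deposited the UMI count of each gene in each cell, made with Cell Ranger 8.0.1 on mm10 and not normalized for a probe set that covers the mouse transcriptome. The wildtype library held 9179 cells and 77638793 UMIs, with a median of 5078 UMIs per cell. The *Eppk1*-/- library held 8811 cells and 65118304 UMIs, with a median of 5093. The filters of the paper (200 to 45000 UMIs, 100 to 7500 genes and at most 10% mitochondrial UMIs) removed 304 wildtype and 194 *Eppk1*-/- cells, and the 13 mitochondrial genes were then left out. UMIs of each gene were summed over the cells of a type in each library and divided by the sum over all genes of that type, giving counts per 1000000 UMIs (CPM). Ratios are given as log2 of *Eppk1*-/- over wildtype, after 0.5 UMI was added to each sum. With 1 mouse per genotype no difference could be tested and no p-value is given. The intervals are exact 95% intervals (Poisson for CPM and ratios, Clopper-Pearson for shares of cells) that cover counting error only, and the spread between mice of the same genotype is not known.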

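After log-normalization, integration of both libraries and Louvain clustering at a resolution of 0.5, the cells formed 27 clusters, which were named by lists of marker genes. Keratinocytes made up 5472 of 8875 wildtype cells (61.7%, interval 60.6 to 62.7) and 4056 of 8617 *Eppk1*-/- cells (47.1%, interval 46.0 to 48.1). Fibroblasts made up 20.8% of wildtype cells (interval 19.9 to 21.6) and 32.4% of *Eppk1*-/- cells (interval 31.4 to 33.4). These differences exceed the counting error, but each rests on 1 punch. Clusters that met no marker rule stayed unnamed and held 971 wildtype and 1283 *Eppk1*-/- cells. Over 5 alternative filters and clusterings, the share of keratinocytes ranged from 61.7% to 63.2% in the wildtype and from 46.9% to 48.4% in the *Eppk1*-/- library. Clustered again on their own, the keratinocytes formed 14 sub-clusters. Of these, 3 carried basal markers, 2 differentiating, 1 late differentiated, 1 hair follicle and 1 proliferating markers. The keratinocytes of the wildtype library held 36300035 UMIs in all, with a median of 4524 per cell, and those of the *Eppk1*-/- library 24791028, with a median of 4560.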

Following initial clustering of epidermal populations (Figure 2A), we subsetted the keratinocyte compartment (Figure 2B) and assessed the expression of plakin family members. 

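*Eppk1* (ENSMUSG00000115388) lies on the minus strand of chromosome 15 of mm10, from 76101481 to 76120195, and its coding sequence lies within exon 2, from 76102306 to 76112679. In wildtype keratinocytes 110217 *Eppk1* UMIs were counted, or 3036 CPM (interval 3018 to 3054). In *Eppk1*-/- keratinocytes 19696 were counted, or 794 CPM (interval 783 to 806), a log2 ratio of -1.93 (interval -1.96 to -1.91). The alternative that moved this ratio most, a mean over cells in which each cell weighs the same, gave -2.56, and the ratio nearest to 0, without a cell filter, was -1.45. After each cell was thinned to 2000 UMIs, at least 1 *Eppk1* UMI was found in 75.7% of wildtype keratinocytes (interval 74.5 to 76.9) and in 21.3% of *Eppk1*-/- keratinocytes (interval 20.0 to 22.7). Without thinning the shares were 83.8% and 31.8%. Fibroblasts, taken as a type that should lack *Eppk1*, gave thinned shares of 12.3% (interval 10.8 to 13.9) in the wildtype and 3.42% (interval 2.75 to 4.19) in the *Eppk1*-/- library, from deeper cells with medians of 6975 and 6271 UMIs before thinning. The share in *Eppk1*-/- keratinocytes was therefore above this background. The remaining UMIs were unevenly spread over the sub-clusters. The differentiating sub-cluster numbered 6, with 368 wildtype and 212 *Eppk1*-/- cells, held 77.5% of all *Eppk1* UMIs of *Eppk1*-/- keratinocytes. There *Eppk1* stood at 6957 CPM in the wildtype (interval 6902 to 7011) and 3225 CPM in the *Eppk1*-/- library (interval 3174 to 3277). In the late differentiated sub-cluster numbered 11, with 49 and 34 cells, *Eppk1* was higher in the *Eppk1*-/- library, at 500 CPM against 104 CPM (log2 ratio 2.25, interval 1.92 to 2.61). Over all other keratinocytes it was 1800 CPM against 212 CPM, a log2 ratio of -3.08 (interval -3.13 to -3.04). In the basal sub-cluster numbered 2 it was 1470 CPM against 64.4 CPM. The deposited count is a sum over the probes of a gene, so the part of the transcript from which the remaining UMIs came is not known. The values by sub-cluster were looked at after the sum over all keratinocytes was known.

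**Figure D1:**
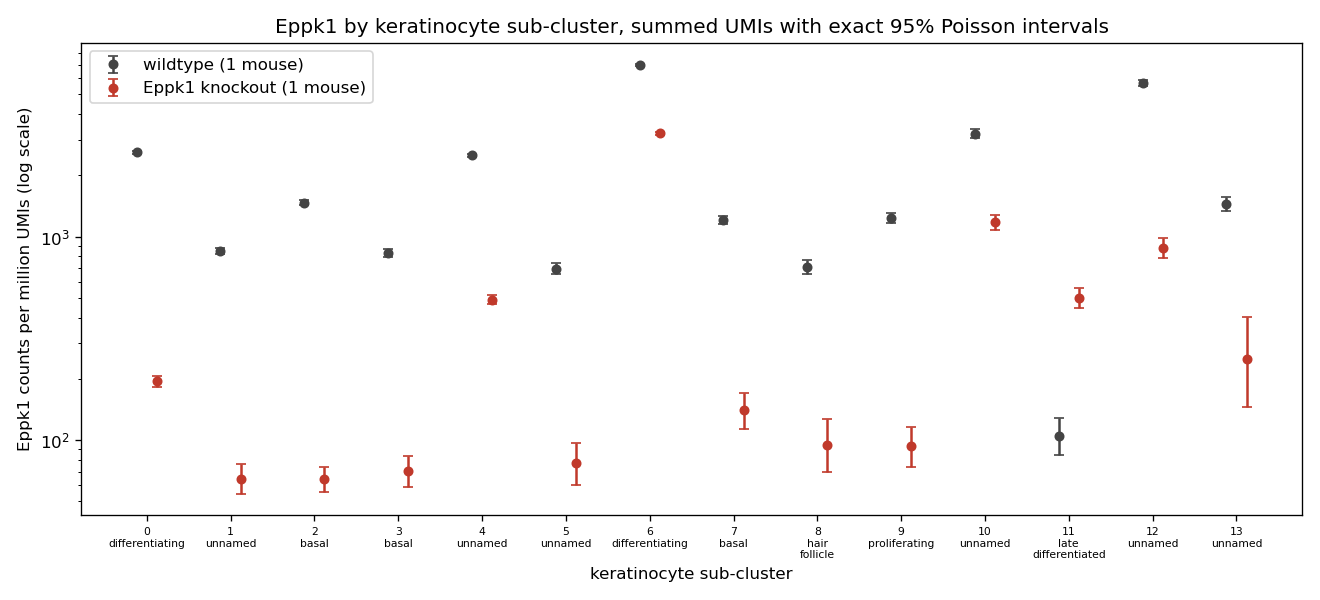
*Eppk1* CPM (log scale) in each of the 14 keratinocyte sub-clusters, with wildtype in grey and *Eppk1* knockout in red, 1 mouse each. Points are sums over the cells of a sub-cluster and bars are exact 95% Poisson intervals. The knockout value lies below the wildtype value in every sub-cluster except 11, and is highest in sub-cluster 6, at 3225 CPM.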

As expected, *Eppk1* expression was selectively lost in knockout keratinocytes. In contrast, expression of other plakins, including *Macf1*, *Ppl*, *Evpl*, *Dsp*, *Plec*, and *Dst* remained largely unchanged between wildtype and *Eppk1* ^−/−^ mice (Figure 2C), indicating that loss of *Eppk1* is not compensated by transcriptional upregulation of related plakin genes. 

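The UMIs of *Macf1*, *Ppl*, *Evpl*, *Dsp*, *Plec* and *Dst* together came to 8313 CPM in wildtype and 8269 CPM in *Eppk1*-/- keratinocytes, a log2 ratio of -0.01. Under the alternatives this sum moved between -0.05 and 0.04, and the lowest value came with sebaceous and follicle clusters counted as keratinocytes. *Macf1* (ENSMUSG00000028649) had 319 CPM in the wildtype and 327 CPM in the *Eppk1*-/- library, and its log2 ratio of 0.04 had an interval that includes 0 (-0.01 to 0.08). *Ppl* (log2 ratio -0.04, interval -0.06 to -0.01) and *Dsp* (-0.02, interval -0.03 to -0.01) differed by little more than the counting error. *Evpl* was slightly higher (0.06, interval 0.02 to 0.09), with 0.01 to 0.17 under the alternatives, and after thinning an *Evpl* UMI was found in 43.4% of wildtype and 48.4% of *Eppk1*-/- keratinocytes. The sign for *Macf1*, *Ppl* and *Dsp* changed under some alternatives. *Plec* (ENSMUSG00000022565) was higher in the *Eppk1*-/- library, at 748 CPM against 622 CPM, with a log2 ratio of 0.27 (interval 0.24 to 0.30) and 0.22 to 0.29 under the alternatives. It lies next to *Eppk1* on chromosome 15, from 76170974 to 76232574. As a set, the genes within 10 Mb of *Eppk1* lay inside the random range in keratinocytes (percentile 87.4; above it under 5 of 18 alternatives) and fibroblasts (67.7). Of these genes 4.19% (interval 1.70 to 8.44) passed 0.5 the same way in both cell types, against 1.66% elsewhere, a share above that of 94.75% of windows on other autosomes. In fibroblasts *Plec* was lower in the *Eppk1*-/- library (log2 ratio -0.09, interval -0.15 to -0.04). *Dst* (ENSMUSG00000026131) was lower, at 670 CPM against 786 CPM, with a log2 ratio of -0.23 (interval -0.26 to -0.20) and -0.35 to -0.21 under the alternatives. After thinning, a *Plec* UMI was found in 63.7% of wildtype and 68.5% of *Eppk1*-/- keratinocytes, and a *Dst* UMI in 66.7% and 64.7%. For *Dsp* these shares were 98.6% and 98.8%, against 15.1% and 11.0% of fibroblasts. Whether the differences in *Plec* and *Dst* exceed those between mice of the same genotype could not be tested. None of these 6 genes passed a log2 ratio of 0.5 in either direction. From the largely unchanged expression of the other plakins, the paper concludes that the loss of *Eppk1* is not compensated by higher transcription of related plakin genes.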

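Without replicates, genes were described by size alone, with no test. Among 3494 genes with a UMI in at least 25% of keratinocytes of either library, 5 had a log2 ratio of 0.5 or more and 16 a log2 ratio of -0.5 or less. The higher genes were *Lonrf3* (0.61, interval 0.54 to 0.68), *Poldip3* (0.55, interval 0.50 to 0.60), *Slco4a1* (0.53), *Ndufa4l2* (0.50) and *Rbm38* (0.50). Apart from *Eppk1*, the lowest ratio belonged to *Txnip*, with 727 CPM in the wildtype and 350 CPM in the *Eppk1*-/- library (log2 ratio -1.05, interval -1.09 to -1.02). It was followed by *Efna3* (-0.85), *Zbtb16* (-0.82), *Tsc22d3* (-0.81), *Ackr4* (-0.74), *Hes1* (-0.68), *Pik3r1* (-0.61), *Glul* (-0.59) and *Slc6a6* (-0.58). *Arrdc3*, *Defb1*, *Hopx*, *Egln3*, *Cebpd* and *Avpi1* completed the lower genes, and *Hopx* and *Avpi1* are named here after their values were seen. Both numbers depended on the detection rule more than on other choices. With no detection rule, 350 genes of 11774 were higher and 519 lower. With a UMI required in 10% of cells, 24 and 48 of 6414 genes were. Counting sebocytes as keratinocytes gave 12 higher and 18 lower genes, of which 2 and 16 were among those above. The median log2 ratio of all 11774 genes with at least 50 UMIs was -0.01.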

Differential gene expression analysis within the keratinocyte subset identified 29 significantly upregulated and 62 significantly downregulated genes in *Eppk1* ^−/−^ skin compared to wildtype controls (log_2_FC > 0.5, adjusted *p* < 0.05; Figure 2D). This transcriptional shift was relatively modest compared to the broader dysregulation observed in lesional psoriatic keratinocytes versus healthy skin (Figure 2E). 

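All 15 genes labelled on the left side of Fig. 2D were lower in *Eppk1*-/- keratinocytes, each by more than 0.5 on the log2 scale, and 8 of them were detected in at least 25% of the cells of a library. Among those outside the detection rule, *Fkbp5* fell from 61.0 CPM to 18.3 CPM (log2 ratio -1.74, interval -1.89 to -1.59; -0.49 with sebocytes counted as keratinocytes) and *Ccn2* from 274 CPM to 88.6 CPM (-1.63). *Cyp1b1* (-0.88), *Serhl* (-0.94), *Sesn1* (-0.68), *Dapk2* (-0.60) and *Tmem181a* (-0.57) were lower as well. Among the genes labelled on the right side, 7 were higher by more than 0.5. *Pnpla3* rose from 13.4 CPM to 49.1 CPM (log2 ratio 1.88, interval 1.72 to 2.03), *Arhgap8* from 15.4 CPM to 40.1 CPM (1.38, interval 1.23 to 1.53), and *Rmnd5b* from 19.3 CPM to 33.9 CPM (0.82). *Pnpla3*, *Arhgap8*, *Poldip3* and *Serhl* lie within 10 Mb of *Eppk1*. *Krt1* (0.40) and *Tppp3* (0.50) were higher without passing 0.5. *Dpt* (1.07, interval 0.96 to 1.19) and *Fn1* (1.21, interval 1.09 to 1.34) were higher in few cells, at most 12.2% and 11.0% of a library, and both are abundant in fibroblasts. A sub-cluster of 91 cells led by collagen genes held 59.1% and 34.1% of their UMIs. *Elovl4* (-0.14, interval -0.17 to -0.10) was lower. Counting sebocytes as keratinocytes turned it around, to 1.08. The labels were read from the figure by eye. They come from a comparison of the same 2 libraries, so a like direction or size here is no independent evidence. The human keratinocytes are not analysed here.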

Strikingly, however, nearly half (48.4%) of the significantly downregulated genes in *Eppk1* ^−/−^ keratinocytes were also suppressed in lesional psoriatic keratinocytes (Figure 2F), suggesting transcriptional convergence in epidermal dysregulation. Visualization of a module score based on the overlapping downregulated gene set revealed pronounced suppression in lesional keratinocytes, with an intermediate reduction in non-lesional psoriasis (Figure 2G), a pattern that was also evident at the individual gene level (Figure 2H). Enrichment analysis revealed that the shared downregulated genes are significantly associated with pathways essential to epidermal function, including tight and apical junction assembly, hemidesmosome organization, focal adhesion dynamics, intermediate filament bundling, and lipid metabolic processes (Figure 2I). These data indicate that *Eppk1* loss partially recapitulates psoriasis-like transcriptional changes in keratinocytes and suggest a role for *Eppk1* in maintaining epidermal integrity, promoting barrier formation, and supporting resilience during stress.

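In the mouse libraries all 30 genes read from Fig. 2H were lower in *Eppk1*-/- keratinocytes, with a median log2 ratio of -0.55. Of these, 17 passed -0.5 and 18 were detected in at least 25% of the cells of a library. Besides *Eppk1* and *Fkbp5*, the lowest was *Hpgd*, at 32.9 CPM in the wildtype and 14.8 CPM in the *Eppk1*-/- library (log2 ratio -1.15, interval -1.32 to -0.98). *Amotl2* (-0.32, interval -0.38 to -0.25) changed least. Since these genes were picked from the same libraries, their shared direction is no independent evidence. In fibroblasts, 19 of the 30 were lower, with a median of -0.20. Lists of genes fixed in advance were also compared with 10000 random lists of the same size, matched on expression. They were not drawn from the shared genes behind Fig. 2I. Genes labelled in Fig. 2D or 2H stayed in them, 2 in the cholesterol and 1 in the tight junction list. The 7 hemidesmosome genes had a median log2 ratio of 0.09 (5 higher, percentile 89.5 of the random lists), with the largest change in *Itga6* at 0.14. The 21 tight junction genes had a median of 0.04 (12 higher, percentile 81.3), from *Cldn8* at -0.76 to *Mpdz* at 0.34, both with few UMIs. For 20 genes of desmosomes and adherens junctions the median was 0.02 (percentile 38.4), from *Nectin4* at -0.29 to *Pkp2* at 0.29. For 21 focal adhesion genes it was 0.03 (percentile 71.8), from *Itgb6* at -0.22 to *Vcl* at 0.15. None of these 4 lists left the central 95% of the random lists. Of 22 genes of cholesterol synthesis, 22 were lower, with a median of -0.32 and no random list as low. Random lists draw each gene on its own, so a list of genes that move together leaves their range more easily. *Idi1* fell most (-0.54, interval -0.65 to -0.43), while *Dhcr7* was nearly level (-0.04, interval -0.10 to 0.03). Across 16 alternatives the median of this list ranged from -0.39 to -0.08 and its percentile was at most 0.23, and the value nearest to 0 came with log2 of the mean plus 1. The list was also lower in fibroblasts, with a median of -0.41.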

**FIGURE 2:**
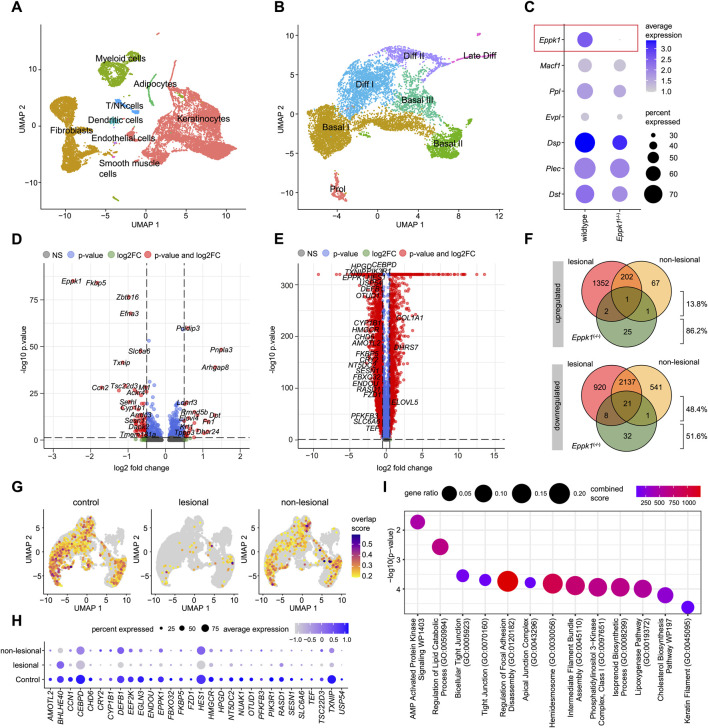
Comparative scRNA-seq analysis of *Eppk1^−/−^* and psoriatic keratinocytes **(A)** UMAP visualization of single-cell RNA-seq data from murine wildtype and *Eppk1* ^−/−^ skin, revealing 8 distinct clusters. **(B)** UMAP of the keratinocyte subset showing seven subclusters corresponding to stages of keratinocyte differentiation. **(C)** Dot plot displaying expression of plakin family genes, split by condition into wildtype and *Eppk1* ^−/−^. Dot size reflects the percentage of expressing cells, and color intensity indicates average expression levels. **(D)** Volcano plot showing differentially expressed genes (DEGs) between wildtype and *Eppk1* ^−/−^ keratinocytes. Genes significantly upregulated in *Eppk1* ^−/−^ (log_2_FC > 0.5, adjusted p < 0.05) are shown with positive fold changes, while downregulated genes exhibit negative fold changes. **(E)** Volcano plot of DEGs between healthy skin and lesional psoriasis within the keratinocyte subset (based on data shown in Figure 1). Significantly upregulated genes in psoriasis compared to healthy skin have positive log_2_FC values, and significantly downregulated genes have negative log_2_FC values. **(F)** Venn diagrams illustrating the overlap of significantly regulated genes in keratinocytes between *Eppk1* ^−/−^, lesional psoriasis, and non-lesional psoriasis, compared to healthy controls/wildtype. **(G)** Feature plot showing a module score for genes that are consistently downregulated across *Eppk1* ^−/−^ and human psoriasis datasets (as identified in F), split by condition. **(H)** Dot plot of individual overlapping downregulated genes (from F) across conditions in the human psoriasis dataset. Dot size reflects the percentage of expressing cells; color intensity reflects average expression. **(I)** Enrichment analysis of overlapping downregulated genes in *Eppk1* ^−/−^ and psoriatic keratinocytes. Top 13 enriched pathways are shown with corresponding combined scores and gene ratios.

### 3.3 IMQ-induced psoriasis mouse model exhibits generalized downregulation of plakins including *Eppk1*

To explore whether *EPPK1* downregulation is conserved in mouse models of psoriasis, we performed scRNA-seq analysis of skin from wild-type and imiquimod (IMQ)-treated mice (Guo et al., 2024). Unsupervised clustering identified 12 cell populations (Figure 3A), with cluster identities defined by established marker gene expression (Supplementary Figure S1D). Consistent with findings in human psoriasis, the psoriasis-associated gene module score was markedly elevated in IMQ-treated skin compared to controls (Figures 3B,C), confirming disease induction. Most genes within the module were upregulated in the IMQ condition, including *Il23a*, *Il17a*, *Il22*, *Il1b*, *Ifng*, and *S100a8/9*, whereas *Mki67* exhibited higher expression in control samples (Figure 3D), possibly reflecting reduced proliferative drive or differing kinetics of proliferation in the IMQ model compared to human psoriasis. Focusing on keratinocytes, we subsetted and reclustered this population into four differentiation stages (Figure 3E), corroborated through canonical marker genes (Supplementary Figure S1E). Calculation of a plakin gene module score, comprising *Dsp*, *Dst*, *Eppk1*, *Evpl*, *Macf1*, *Plec*, and *Ppl*, revealed a broad reduction in the IMQ-treated condition, partially recapitulating the findings observed in human lesional psoriasis (Figures 3F,G). Interestingly, whereas *Eppk1* was markedly and specifically downregulated in human lesional psoriatic skin, the IMQ mouse model exhibited a broader and less selectively reduced expression of plakins, including *Ppl*, *Evpl*, *Plec*, and *Dst* (Figure 3H). These differences might indicate species-specific responses or distinct inflammatory mechanisms underlying epidermal structural disruptions in the IMQ model compared to human psoriasis.

**FIGURE 3:**
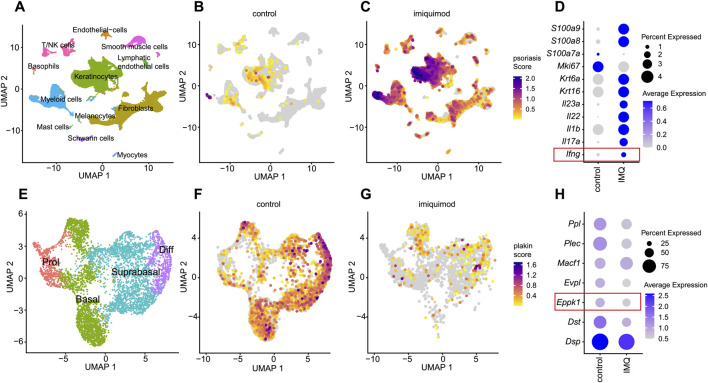
Comprehensive scRNAseq analysis of plakin regulation in IMQ-induced murine psoriasis **(A)** UMAP visualization from a scRNAseq analysis, revealing 12 distinct cell clusters. **(B,C)** Feature plots illustrate a psoriasis module score, including the expression levels of *Ifng, Il17a, Il1b, Il22, Il23a, Krt16, Krt6a, Mki67, S100a7a, S100a8, S100a9* genes. Feature plots are split by condition into **(B)** healthy skin and **(C)** imiquimod (IMQ) conditions. **(D)** Dot plot of psoriasis related genes split by condition. Dot size represents the expression percentage for each gene with color intensity reflecting average gene expression levels. **(E)** UMAP of a subset from the keratinocyte cluster, showing 4 clusters representing stages of keratinocyte differentiation. **(F,G)** Feature plots showing a plakin module score, including expression levels of *Dsp, Dst, Eppk1, Evpl, Macf1, Plec*, and *Ppl* genes, split by condition into **(F)** healthy controls and **(G)** imiquimod (IMQ). **(H)** Dot plot of epidermal plakins in the keratinocyte subset split by condition. Dot size represents the expression percentage for each gene with color intensity reflecting average gene expression levels.

### 3.4 *EPPK1* shows consistent expression in atopic dermatitis

To evaluate whether the observed downregulation of *EPPK1* is specific to psoriasis or also occurs in other chronic inflammatory skin diseases, we performed a comparative analysis using atopic dermatitis (AD) another chronic inflammatory skin disorder to contextualize the psoriasis findings. We thus re-analyzed our previously published dataset (Bangert et al., 2021) to assess plakin expression in skin lesions of AD. Initial clustering of cell types identified five distinct clusters, including keratinocytes, melanocytes, T cells, Langerhans cells, and myeloid cells (Figure 4A). An AD module score was then calculated based on the expression levels of key AD-related genes (*CCL27*, *CD74*, *IFITM3*, *IFNG*, *KRT6A*, *S100A7*, *S100A8*, *S100A9*, and *SERPINB4*), revealing a clear distinction between control and AD samples (Figures 4B,C). Notably, our analysis revealed that in contrast to psoriasis, *IFNG* expression showed little to no variation between healthy skin and AD (Figure 4D), whereas increased levels of *IFNG* have been observed in psoriasis, particularly in lesional skin within the T-cell cluster (Supplementary Figure S4). Next, keratinocytes were subsetted and clustered into four distinct differentiation stages: proliferative, basal, differentiating, and late differentiating keratinocytes (Figure 4E). A plakin gene module score was calculated to assess overall plakin expression, revealing only minor differences between AD and control samples, with a slight overall increase in plakin expression observed in AD (Figures 4F,G). Upon further analysis of individual plakin family members, little or no difference in expression levels was found between AD and control conditions. Interestingly, *EPPK1* exhibited no marked differences in mRNA expression between AD and controls, with a slight increase observed in AD, contrasting with the significant downregulation as seen in psoriatic lesions (Figure 4H). These findings suggest that while minor alterations in overall plakin expression were observed in AD, with a slight increase in the plakin module score, reduced *EPPK1* expression appears to be more characteristic of psoriasis.

**FIGURE 4:**
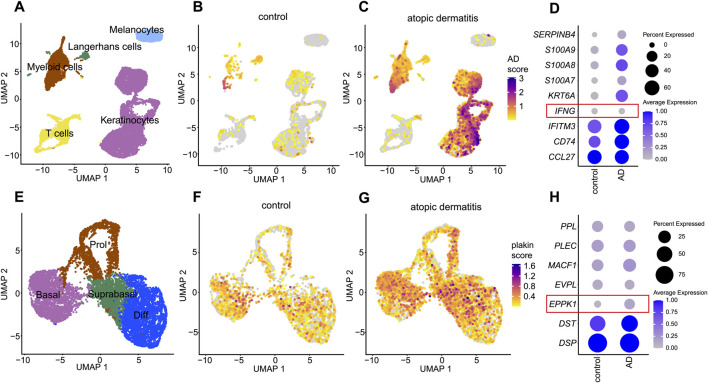
Comprehensive scRNAseq analysis of plakin regulation in atopic dermatitis **(A)** UMAP visualization from a scRNAseq analysis, revealing 5 distinct cell clusters. **(B,C)** Feature plots illustrate an atopic dermatitis module score, including the expression levels of *CCL27, CD74, IFITM3, IFNG, KRT6A, S100A7, S100A8, S100A9* and *SERPINB4* genes. Feature plots are split by condition into **(B)** healthy skin and **(C)** atopic dermatitis (AD). **(D)** Dot plot of AD-related genes split by condition. Dot size represents the expression percentage for each gene with color intensity reflecting average gene expression levels. **(E)** UMAP of a subset from the keratinocyte cluster, showing 4 clusters representing stages of keratinocyte differentiation. **(F,G)** Feature plots showing a plakin module score, including expression levels of *DSP, DST, EPPK1, EVPL, MACF1, PLEC*, and *PPL* genes, split by condition into **(F)** healthy skin and **(G)** atopic dermatitis (AD). **(H)** Dot plot of epidermal plakins in the keratinocyte subset split by condition. Dot size represents the expression percentage for each gene with color intensity reflecting average gene expression levels.

### 3.5 Immunostaining confirms EPPK1 downregulation in psoriatic lesions

Consequently, we further concentrated our study on EPPK1 in psoriasis, using immunostaining to validate the mRNA expression results from the scRNAseq analysis. Immunofluorescence staining in healthy skin revealed strong EPPK1 protein expression, specifically localized to the suprabasal granular layer of the epidermis, particularly in late-stage differentiated keratinocytes (Figure 5A). This pattern is consistent with the elevated expression levels observed in the “Diff III”, “Diff IV”, and “Late Diff” keratinocyte clusters from the scRNA-seq analysis (Figures 1F,J). In sharp contrast, virtually no EPPK1 staining was observed in lesional psoriatic skin (Figure 5B), consistent with the significant downregulation of *EPPK1* mRNA observed in our earlier transcriptomic analysis (Figures 1G,K). In line with these observations, semi-quantitative analysis revealed a significantly lower corrected total cell fluorescence (CTCF) of EPPK1 in psoriatic lesions compared to healthy skin (p < 0.0001; Figure 5C). These findings were corroborated across all psoriasis donors analyzed (n = 12), with a marked absence of EPPK1 staining in the majority of cases, while EPPK1 expression was consistently detected in healthy skin samples (Supplementary Figure S5). Interestingly, EPPK1 staining intensity in psoriatic lesions showed no significant association with sex (Tjur’s R^2^ = 0.022, p = 0.6204), disease duration (R^2^ = 0.2025, p = 0.1421), or PASI scores (R^2^ = 0.0039, p = 0.8477), indicating that EPPK1 downregulation occurs independently of these clinical parameters (Supplementary Table S1; Supplementary Figure S6).

**FIGURE 5:**
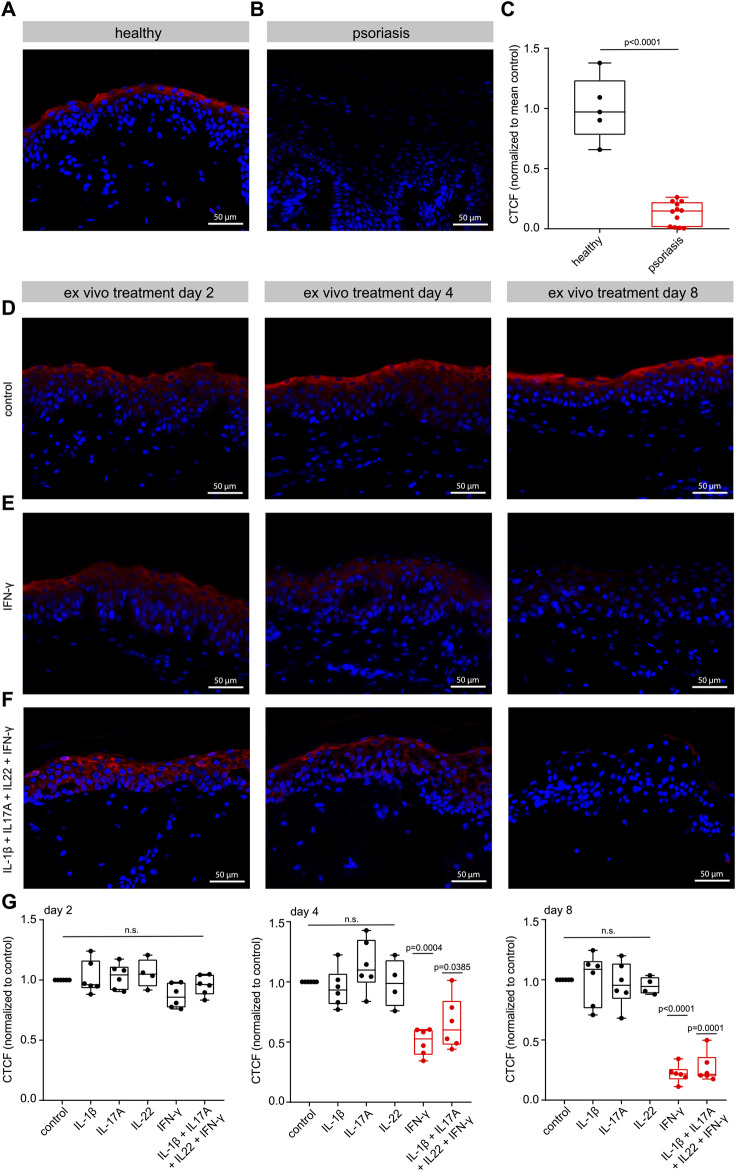
EPPK1 immunostaining and *ex-vivo* cytokine treatment. Immunofluorescence imaging of **(A)** healthy skin and **(B)** psoriatic skin. Images at ×40 magnification display DAPI-stained nuclei (blue) and EPPK1 fluorescence (red). **(C)** Quantification of EPPK1 signal intensity based on corrected total cell fluorescence (CTCF) normalized to the mean of healthy control samples. Data are presented as box plots displaying all individual data points. Red indicates statistically significant differences (p < 0.05). **(D–F)** Immunofluorescence staining of human skin cultured *ex vivo* and treated with pro-inflammatory cytokines. Representative images at ×40 magnification showing EPPK1 (red) and DAPI (blue) at days 2, 4, and 8 post-treatment. **(D)** Untreated *ex vivo* skin. **(E)** IFN-γ treatment. **(F)** Combined treatment with IL-1β, IL-17A, IL-22, and IFN-γ. **(G)** Quantification of EPPK1 expression (CTCF) in cytokine-treated *ex vivo* skin, normalized to untreated control samples. Data are shown as box plots with all data points. Red highlights statistically significant changes (adjusted p < 0.05).

### 3.6 IFN-γ mediates EPPK1 downregulation in *ex-vivo* skin cultures

We further aimed to investigate the factors responsible for the observed downregulation of EPPK1 in psoriasis. To this end, we first examined the expression of *IL1B*, *IL17*, *IL22* and *IFNG*, all well-known cytokines involved in the pathogenesis of psoriasis (Baliwag et al., 2015; He et al., 2023), in the scRNAseq dataset. As shown in Supplementary Figure S4, *IL17A*, *IL22* and *IFNG* were strongly upregulated in specific subsets of T-cells, and *IL1B* expression was upregulated in myeloid cells. To explore the effects of these cytokines on EPPK1 expression, we stimulated biopsies of healthy skin *ex vivo* with each of these cytokines individually and in combination. After 2, 4, and 8 days, we harvested the samples and performed immunostaining for EPPK1 (Figures 5D–F). While stimulation with IL-1β, IL-17A, or IL-22 alone did not significantly alter EPPK1 expression in this setting (Supplementary Figure S7), treatment with IFN-γ led to a marked reduction in EPPK1 levels by day 4 (p = 0.0385) and an even more pronounced decrease by day 8 (p < 0.0001) (Figures 5E,G). Notably, IFN-γ–treated samples also displayed mild parakeratosis, reminiscent of psoriatic histopathology. Combined treatment with IL-1β, IL-17A, IL-22, and IFN-γ produced similar effects to IFN-γ alone (Figures 5F,G), suggesting that IFN-γ is the dominant effector in this cytokine mix. Quantitative analysis of EPPK1 CTCF corroborated these observations, showing statistically significant reductions in EPPK1 intensity upon IFN-γ exposure and combinatorial treatment (Figure 5G). These findings indicate that IFN-γ is a key negative regulator of EPPK1 expression in keratinocytes and may contribute to its downregulation in psoriatic lesions.

## 4 Discussion

In the present study we investigated the role of EPPK1 in inflammatory skin conditions. Our data demonstrate that EPPK1 is robustly expressed in the suprabasal granular layer of healthy human epidermis, yet markedly reduced at both the mRNA and protein levels in lesional psoriatic skin. This finding contrasts with previous reports suggesting increased EPPK1 expression in psoriasis (Tian et al., 2022). A plausible explanation for this discrepancy may lie in methodological differences, including antibody specificity and the use of immunohistochemistry in earlier studies versus scRNA-seq and immunofluorescence in our work. Notably, we found that *EPPK1* shares an expression pattern with other plakins such as *EVPL* and *PPL*, both of which are well-established markers of epidermal differentiation in healthy skin. However, unlike *EPPK1*, *EVPL* and *PPL* were not downregulated in lesional psoriasis, indicating a unique role of *EPPK1* in psoriatic pathogenesis.

Structurally, EPPK1 stands out among plakins due to its lack of a coiled-coil rod domain, functioning likely as a single-chain molecule (Fujiwara et al., 2001; Bouameur et al., 2014). Its conservation across nearly all vertebrate species, with the notable exception of cetaceans, emphasizes its evolutionary importance (Fuchs et al., 2022). The absence of EPPK1 in cetaceans may be attributed to their aquatic environment, which imposes lower mechanical stress on the skin. Interestingly, cetacean skin exhibits morphological parallels to psoriatic epidermis, including thickening, hyperkeratosis, and parakeratosis (Springer et al., 2021), raising intriguing questions about the evolutionary role of EPPK1 in barrier adaptation.

Given that EPPK1 protein expression is most prominent in late-stage differentiated keratinocytes, its reduction in psoriasis may contribute primarily to disrupted differentiation rather than the hyperproliferation that characterizes the disease. An effect on cell proliferation has previously been reported in cancer models showing that EPPK1 knockdown inhibits cell proliferation (Yang et al., 2023; Arimura et al., 2024), a phenotype opposite to that observed in psoriatic epidermis. The apparent contradiction could reflect context-specific differences in the drivers of proliferation. In psoriasis, chronic inflammation, particularly mediated by IFN-γ, IL-17A, and IL-22 (Niehues et al., 2021), may override any anti-proliferative effect of EPPK1 loss. Therefore, we propose that EPPK1 downregulation predominantly impairs keratinocyte differentiation and migration (Goto et al., 2006). However, it remains unclear whether EPPK1 contributes directly to the barrier defect observed in psoriasis or if its downregulation is merely a bystander effect of impaired keratinocyte differentiation. Importantly, several lines of evidence argue against the idea that EPPK1 downregulation is a mere secondary consequence of altered differentiation. For example, terminal differentiation markers like *FLG* and *CDSN* remain largely intact in psoriatic skin, and other suprabasal plakins with similar expression profiles are unaffected. Furthermore, we found that IFN-γ stimulation of *ex vivo* skin samples led to a significant reduction in EPPK1 expression within 4 days, without impacting overall skin architecture. This suggests that the regulation of EPPK1 is cytokine-driven and occurs independently of gross differentiation defects. Thus, IFN-γ may act as a direct regulator of EPPK1 in the context of inflammation. Nonetheless, additional research is required to definitively address this issue.

Our exploration of Eppk1-deficient mice revealed no overt epidermal abnormalities under steady-state conditions (Spazierer et al., 2006), reinforcing the notion that EPPK1 is not essential for maintaining basic epidermal morphology. However, scRNA-seq of *Eppk1* ^*−/−*^ murine skin revealed reduced expression of genes associated with epithelial cohesion and lipid barrier formation. 

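Among 27 genes of epidermal lipid barrier formation with at least 50 UMIs, such as *Tgm1*, *Alox12e* and *Pnpla1*, 18 were lower in *Eppk1*-/- keratinocytes. Their median log2 ratio was -0.07, lower than all but 0.83% of random lists. *Tgm1* fell most, at 154 CPM in the wildtype and 121 CPM in the *Eppk1*-/- library (log2 ratio -0.35, interval -0.41 to -0.28), and *Alox12e* had a log2 ratio of -0.21 (interval -0.24 to -0.18). *Pnpla1* was nearly level (0.04, interval -0.06 to 0.14). This result depended on the mix of sub-clusters. When the sub-clusters of both libraries were weighted by their shares in the wildtype, the median rose to 0.06, at percentile 97.6. When every cell weighed the same, it was -0.02, at percentile 41.9.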

Intriguingly, nearly half of these genes were also downregulated in human psoriatic keratinocytes, pointing to a shared transcriptional program that may undermine epidermal homeostasis and barrier function. While Eppk1 deficiency alone does not cause spontaneous skin pathology, the overlapping gene signature may sensitize the skin to inflammation-induced damage. 

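*Krt5* (ENSMUSG00000061527) was counted at 4231 CPM in wildtype and 4740 CPM in *Eppk1*-/- keratinocytes, a log2 ratio of 0.16 (interval 0.15 to 0.17) with a range of 0.08 to 0.19 under 15 alternatives. The share of cells went the other way. After thinning, a *Krt5* UMI was found in 75.69% of wildtype (interval 74.47 to 76.89) and 72.45% of *Eppk1*-/- keratinocytes (interval 70.95 to 73.91). *Krt14* (ENSMUSG00000045545) stood at 3542 CPM and 3684 CPM, a log2 ratio of 0.06 (interval 0.04 to 0.07), and turned to -0.05 when sub-clusters were weighted by their wildtype shares. Of the ezrin, radixin and moesin genes, which link actin to the membrane, *Ezr* had a log2 ratio of 0.10 (interval 0.07 to 0.13), *Rdx* of 0.02 (interval -0.04 to 0.09) and *Msn* of 0.08 (interval 0.03 to 0.13). After thinning *Msn* had a log2 ratio of -0.03. The filamin gene *Flna* was higher, at 312 CPM against 258 CPM (log2 ratio 0.28, interval 0.23 to 0.32). *Flnc*, with 498 and 446 UMIs in all, had a ratio of 0.39 (interval 0.20 to 0.58) that ranged from 0.05 to 0.59 under the alternatives. Each of these values compares 1 mouse with 1 mouse, and a difference of this size between mice of the same genotype cannot be excluded.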

Notably, *Eppk1* ^*−/−*^ keratinocytes did not exhibit compensatory upregulation of other plakin family members (*Ppl*, *Evpl*, *Dst*, etc.), key cytoskeletal genes such as *Krt5*, *Krt14*, or actin-associated linker proteins. A similar absence of compensation was observed in lesional psoriatic keratinocytes, suggesting that EPPK1 loss creates a structural void that is not buffered by alternative cytolinker proteins. This aligns with previous work in plectin-deficient cells, where keratin filament instability was not corrected by transcriptional adaptation but was instead shaped by post-translational mechanisms and MAPK signaling (Osmanagic-Myers et al., 2006). Similarly, EPPK1 loss does not appear to trigger a compensatory transcriptional program, though compensation at the post-transcriptional level, possibly involving ERM proteins or filamins, remains a possibility and warrants further study.

In support of our human findings, the IMQ-induced mouse model of psoriasis also showed a downregulation of *Eppk1*. However, in contrast to the selective downregulation observed in human psoriasis, IMQ treatment led to broader suppression of multiple plakins, including *Ppl*, *Evpl*, and *Dst*. These differences may reflect species-specific immune responses or distinct cytokine environments; the IMQ model primarily activates the IL-17/IL-23 axis and lacks the chronic inflammation and complex immune milieu characteristic of human disease (van der Fits et al., 2009; Swindell et al., 2017). While the IMQ model supports the relevance of EPPK1 loss in inflammatory skin conditions, these limitations underscore the need for more refined models, such as Eppk1-deficient mice crossed with genetic models of psoriasis, to fully dissect the functional role of Eppk1 in psoriasis *in vivo*.

Despite its downregulation in psoriasis, the contribution of EPPK1 to epidermal homeostasis appears to be context- and species-dependent. Although mice lacking Eppk1 do not show overt skin pathology under baseline conditions, several studies suggest that EPPK1 becomes functionally important during stress or injury. For example, *Eppk1* ^*−/−*^ mice show accelerated keratinocyte migration during wound healing (Goto et al., 2006), and Eppk1-deficient liver and pancreas tissues exhibit stress-induced defects (Wögenstein et al., 2014; Szabo et al., 2015). Although our study did not directly assess keratin filament architecture, several previous studies strongly support a role for EPPK1 in cytoskeletal organization under stress. EPPK1 colocalizes with keratins 5, 6, 10, and 17 during wound healing (Ishikawa et al., 2010), indicating a role in keratin network organization under mechanical stress. Mice lacking Eppk1 exhibit thinner keratin filaments, suggesting compromised structural resilience, an effect that may also contribute to impaired barrier function in psoriatic skin (Elango et al., 2018; Cohen et al., 2024). Recent work further supports a stress-responsive function for EPPK1. Under elevated cytoplasmic calcium levels, EPPK1 binds to keratin filaments and stabilizes them by reducing filament dynamics (Ratajczyk et al., 2022). In resting cells, however, EPPK1 remains diffusely cytoplasmic. This dynamic behavior suggests that EPPK1 reinforces cytoskeletal networks specifically during periods of stress or inflammation, a mechanism that may be disrupted in psoriatic skin due to its downregulation.

In summary, our findings highlight a previously underappreciated role for EPPK1 in maintaining epidermal integrity under inflammatory stress. We identify IFN-γ as a key upstream regulator of EPPK1 in psoriatic lesions and propose that *EPPK1* downregulation contributes to disrupted differentiation and weakened barrier function in psoriasis. These results position EPPK1 as potential modulator of epithelial resilience in inflammatory skin diseases. Future research exploring how inflammatory signals intersect with cytoskeletal remodeling could open new therapeutic avenues aimed at reinforcing barrier function in psoriasis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE300052.

# Supplementary material for: Epiplakin expression is lost in psoriatic skin lesions and is downregulated by IFN-γ in ex vivo skin cultures
**Source:** Front Cell Dev Biol. 2025 Jul 17;13:1617737. doi: 10.3389/fcell.2025.1617737
**Supplement:** Supplementary file 1

*Supplementary Material*

## 1 Supplementary figures

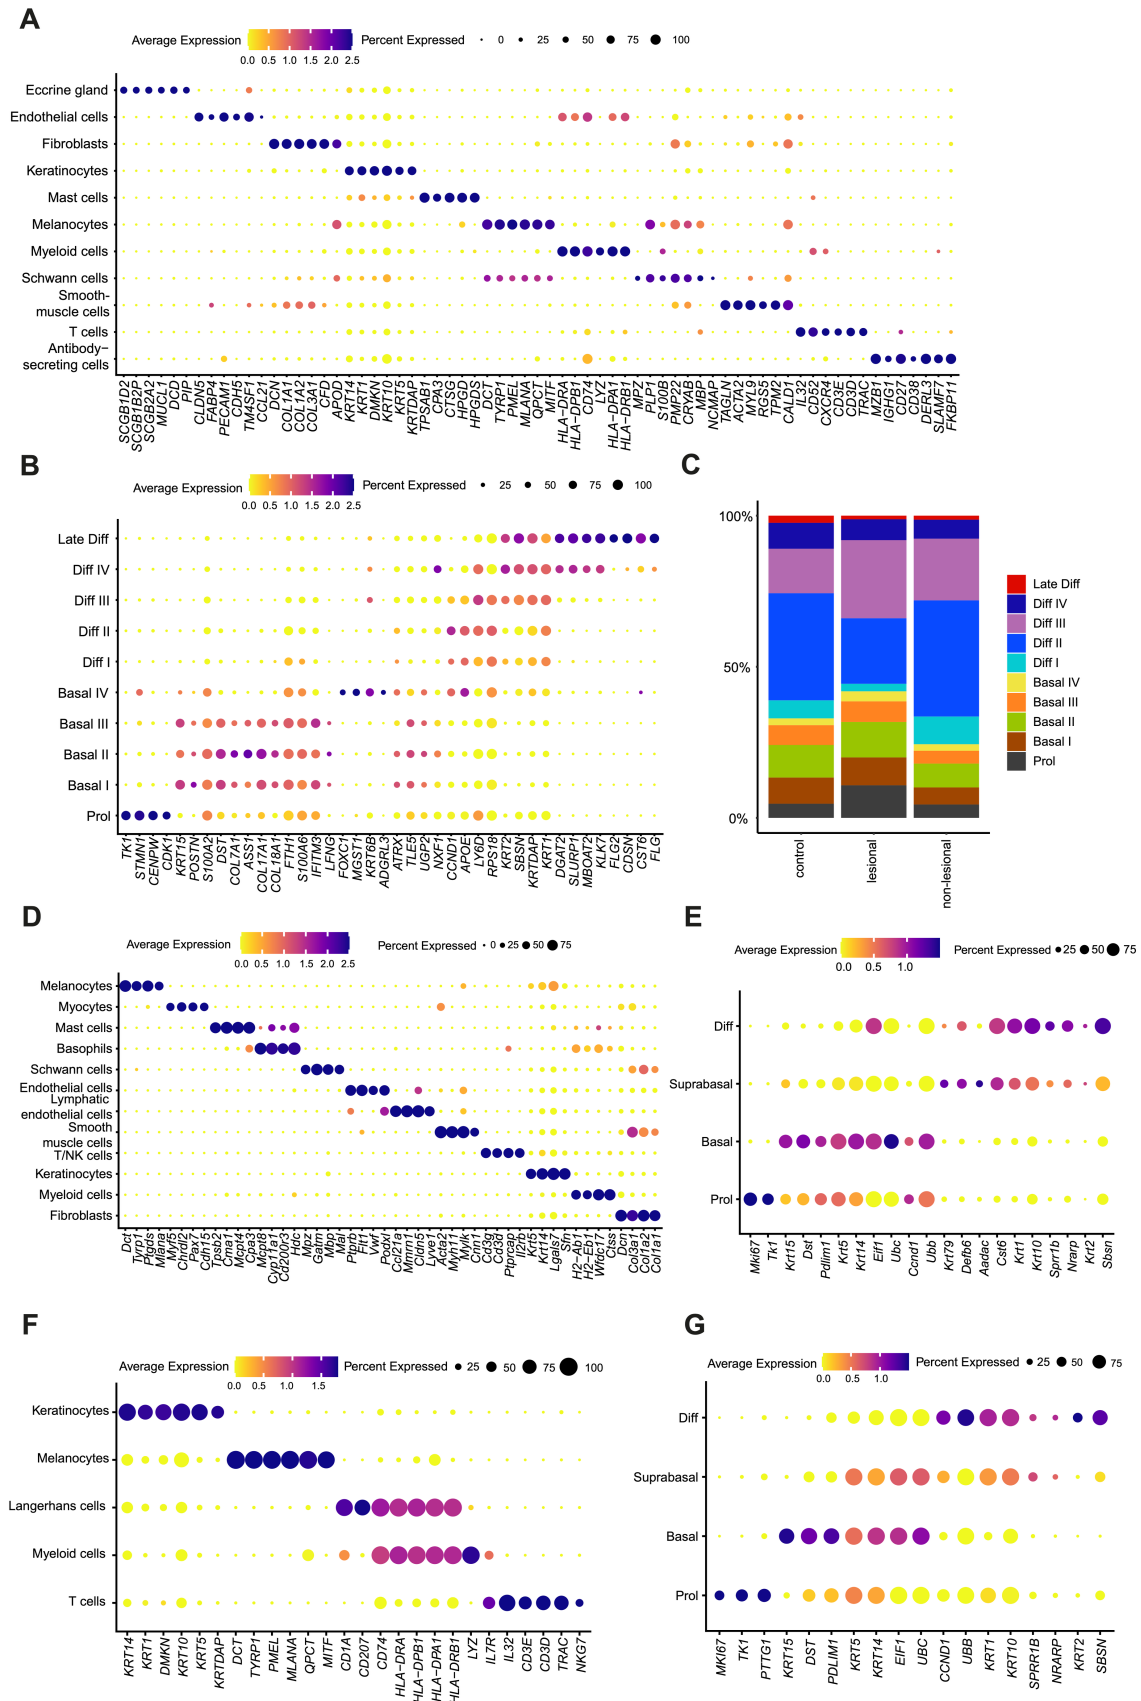

### **Supplementary Figure S1. Cluster markers and cell proportions**

**(A)** Dot plot of curated cluster markers of the main UMAP of Figure 1, with dot size representing the percentage of cells expressing each marker and color intensity reflecting average gene expression levels. **(B)** Dot plot of the top 4 cluster-specific differentially expressed genes in the keratinocyte subset of Figure 1, ranked by adjusted p-value. **(C)** Stacked bar chart showing the relative proportion of cell types in the keratinocyte subset, split by condition (control, lesional, non-lesional). **(D)** Dot plot of curated cluster markers of the main UMAP of Figure 2 and **(E)** the keratinocyte subset of Figure 2, with dot size representing the percentage of cells expressing each marker and color intensity reflecting average gene expression levels. **(F)** Dot plot of curated cluster markers of the main UMAP of Figure 3 and **(G)** the keratinocyte subset of Figure 3, with dot size representing the percentage of cells expressing each marker and color intensity reflecting average gene expression levels.

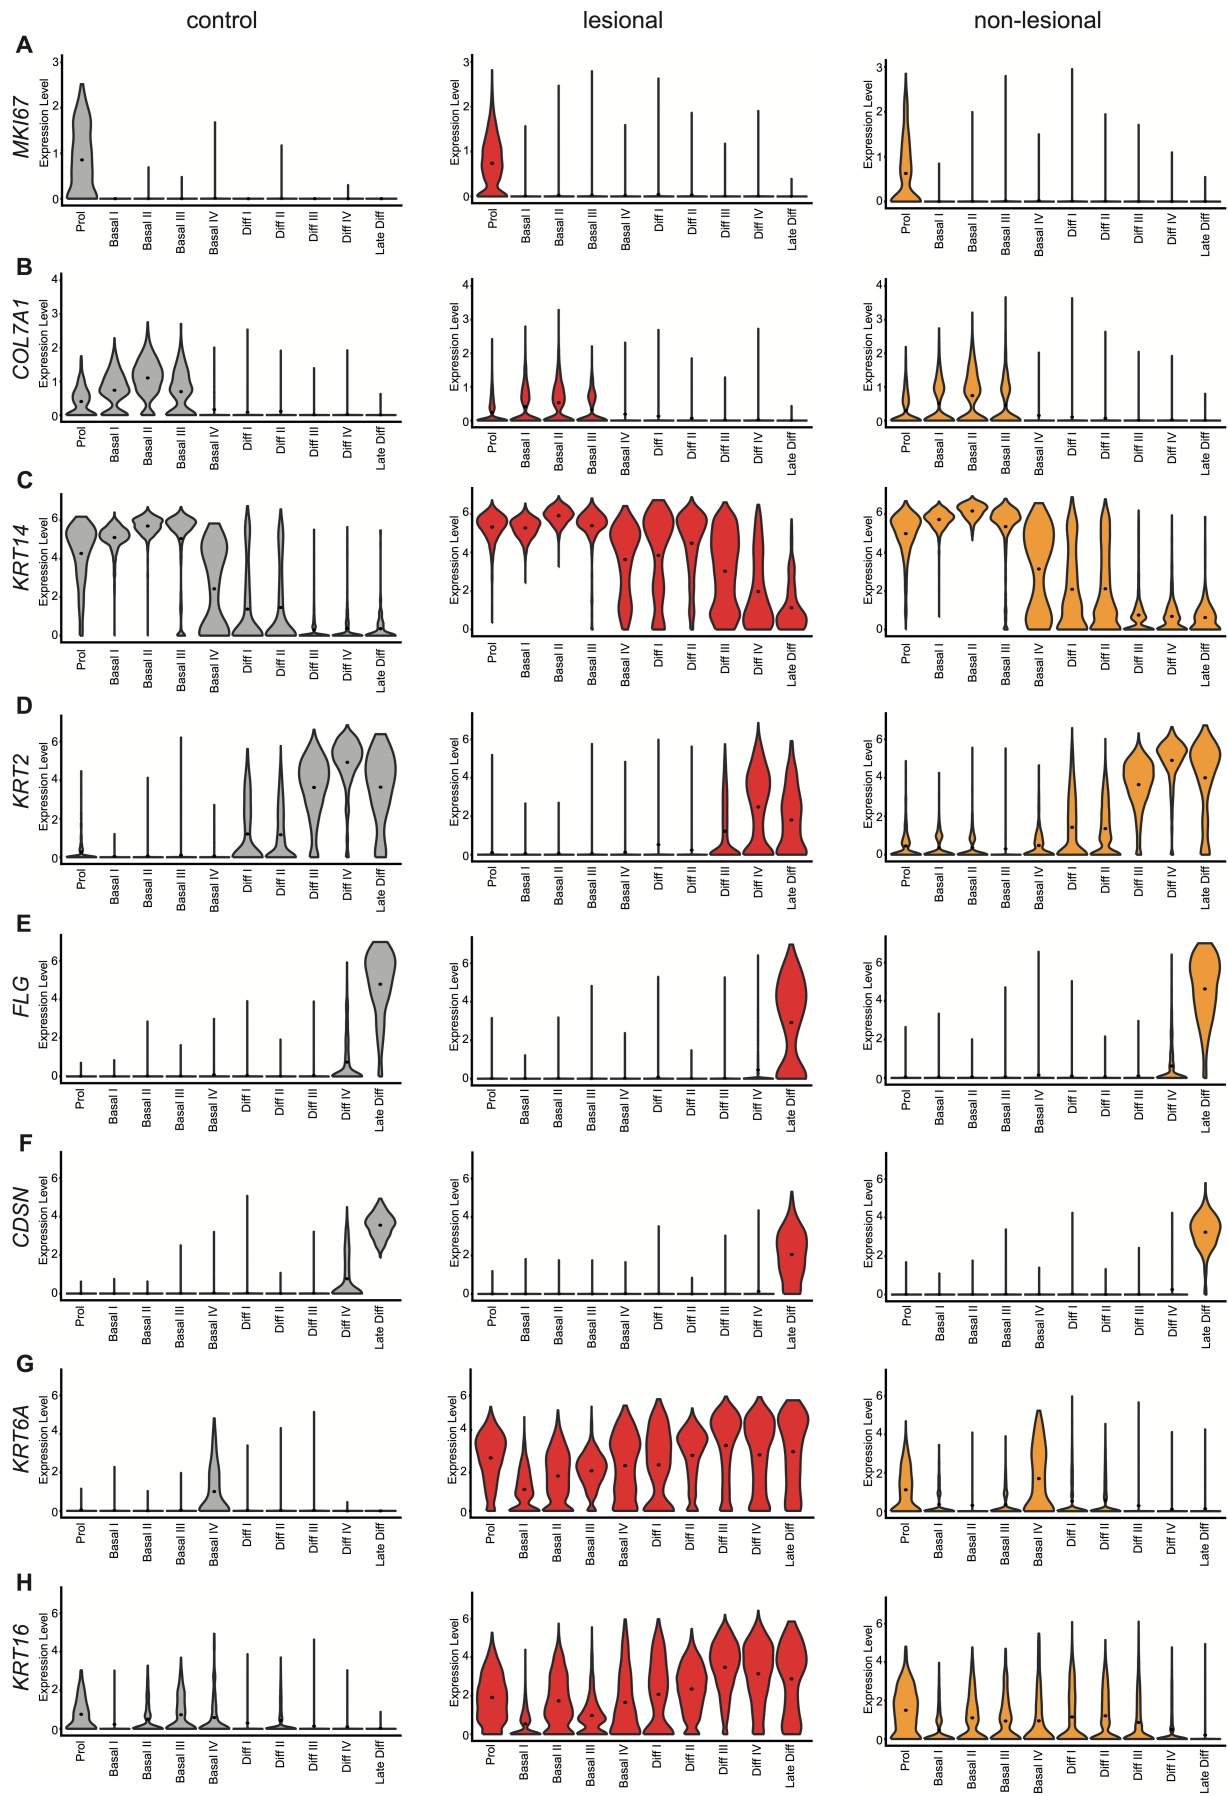

## **Supplementary Figure S2. Cluster specific expression of markers for differentiation and psoriasis**

Violin plots illustrate the cluster-specific expression levels of **(A)** *MKI67*, **(B)** *COL7A1*, **(C)** *KRT14*, and **(D)** *KRT2* **(E)** *FLG*, **(F)** *CDSN*, **(G)** *KRT6A* and **(H)** *KRT16* in the keratinocyte subset, split by condition (control, lesional, non-lesional). These scRNAseq analysis-derived violin plots depict expression levels in healthy skin (grey), lesional psoriasis (red), and non-lesional psoriasis (orange).

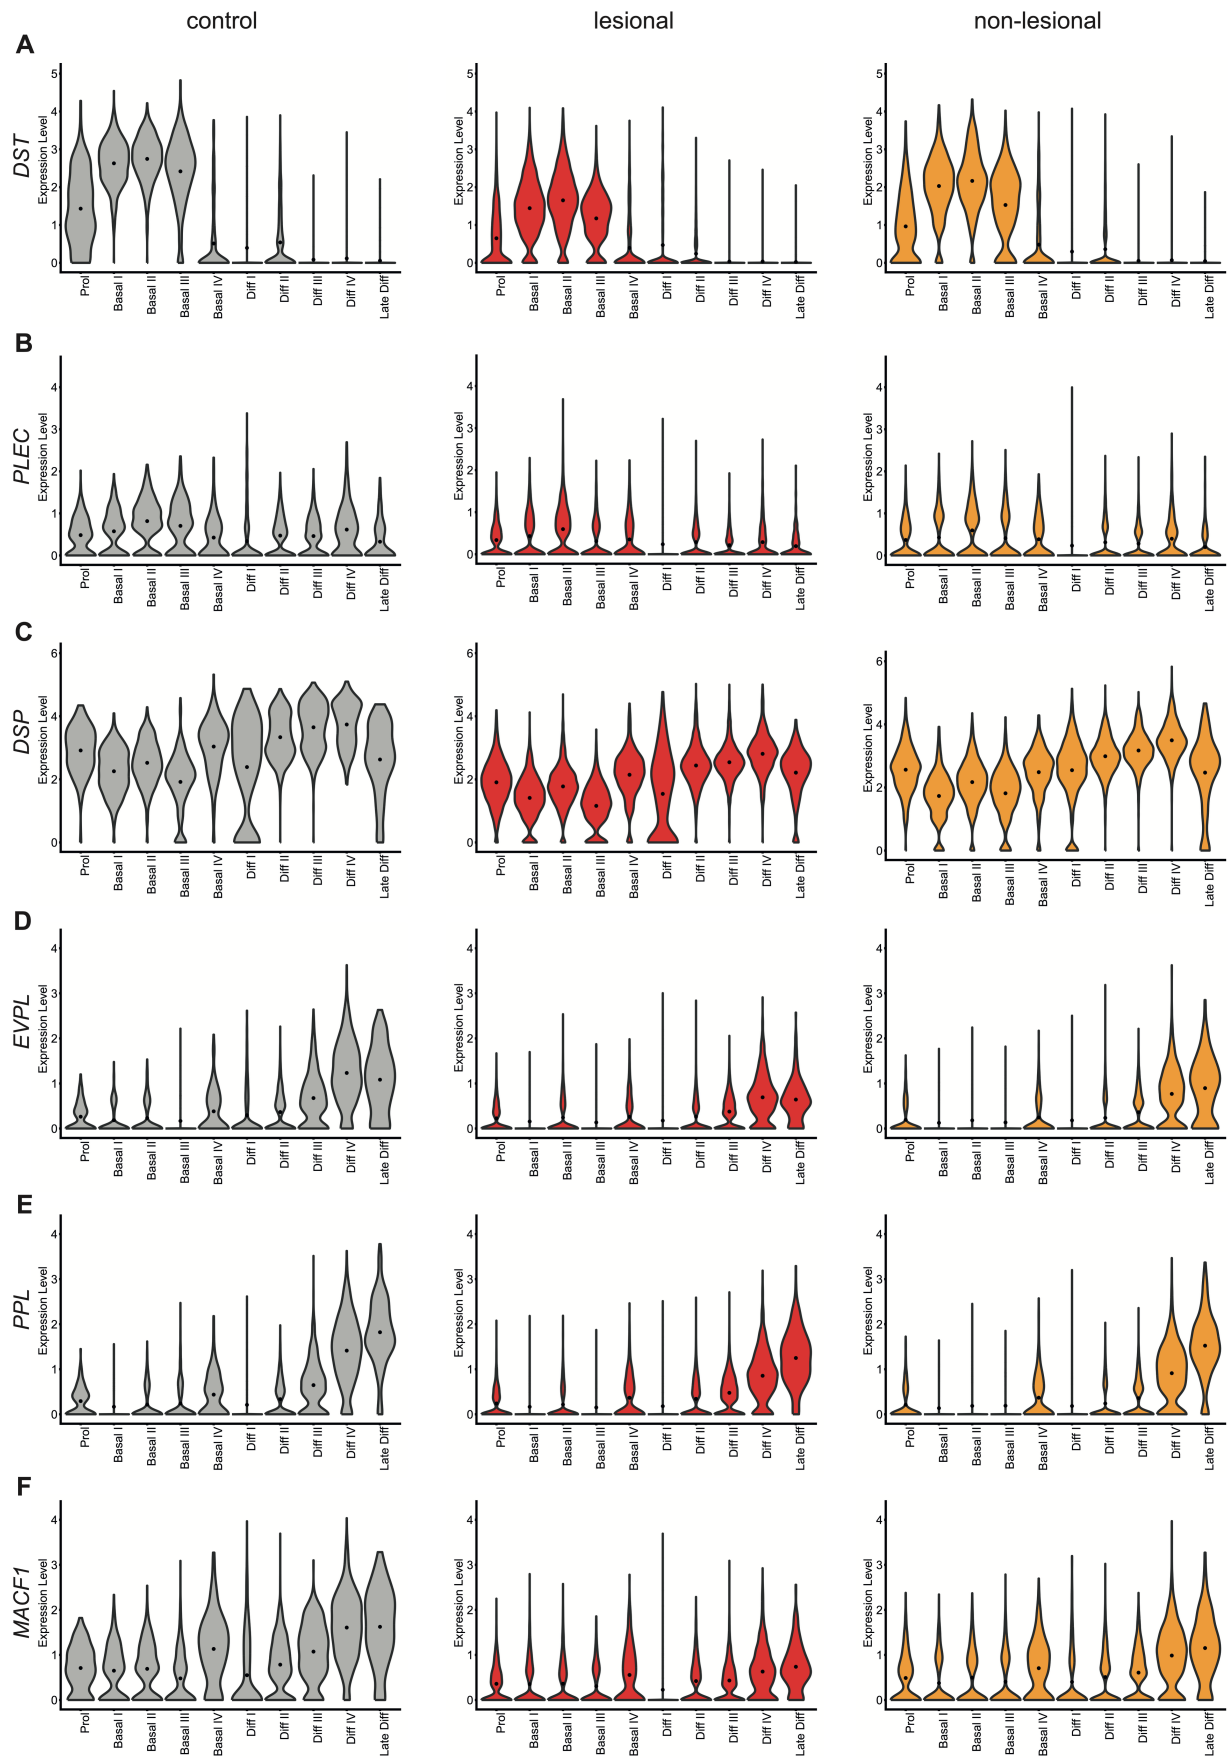

**Supplementary Figure S3. Expression of epidermal plakins in keratinocytes from healthy and psoriatic skin.**

Cluster specific illustration of epidermal plakin expression levels in the keratinocyte subset split by condition (control, lesional, non-lesional). Violins plots depict expression levels of **(A) *DST***, **(B) *PLEC***, **(C) *DSP*** **(D) *EVPL*** **(E) *PPL*** and **(F) *MACF1*** in healthy skin (grey), lesional psoriasis (red), and non-lesional psoriasis (orange) with mean expression indicated by a black dot.

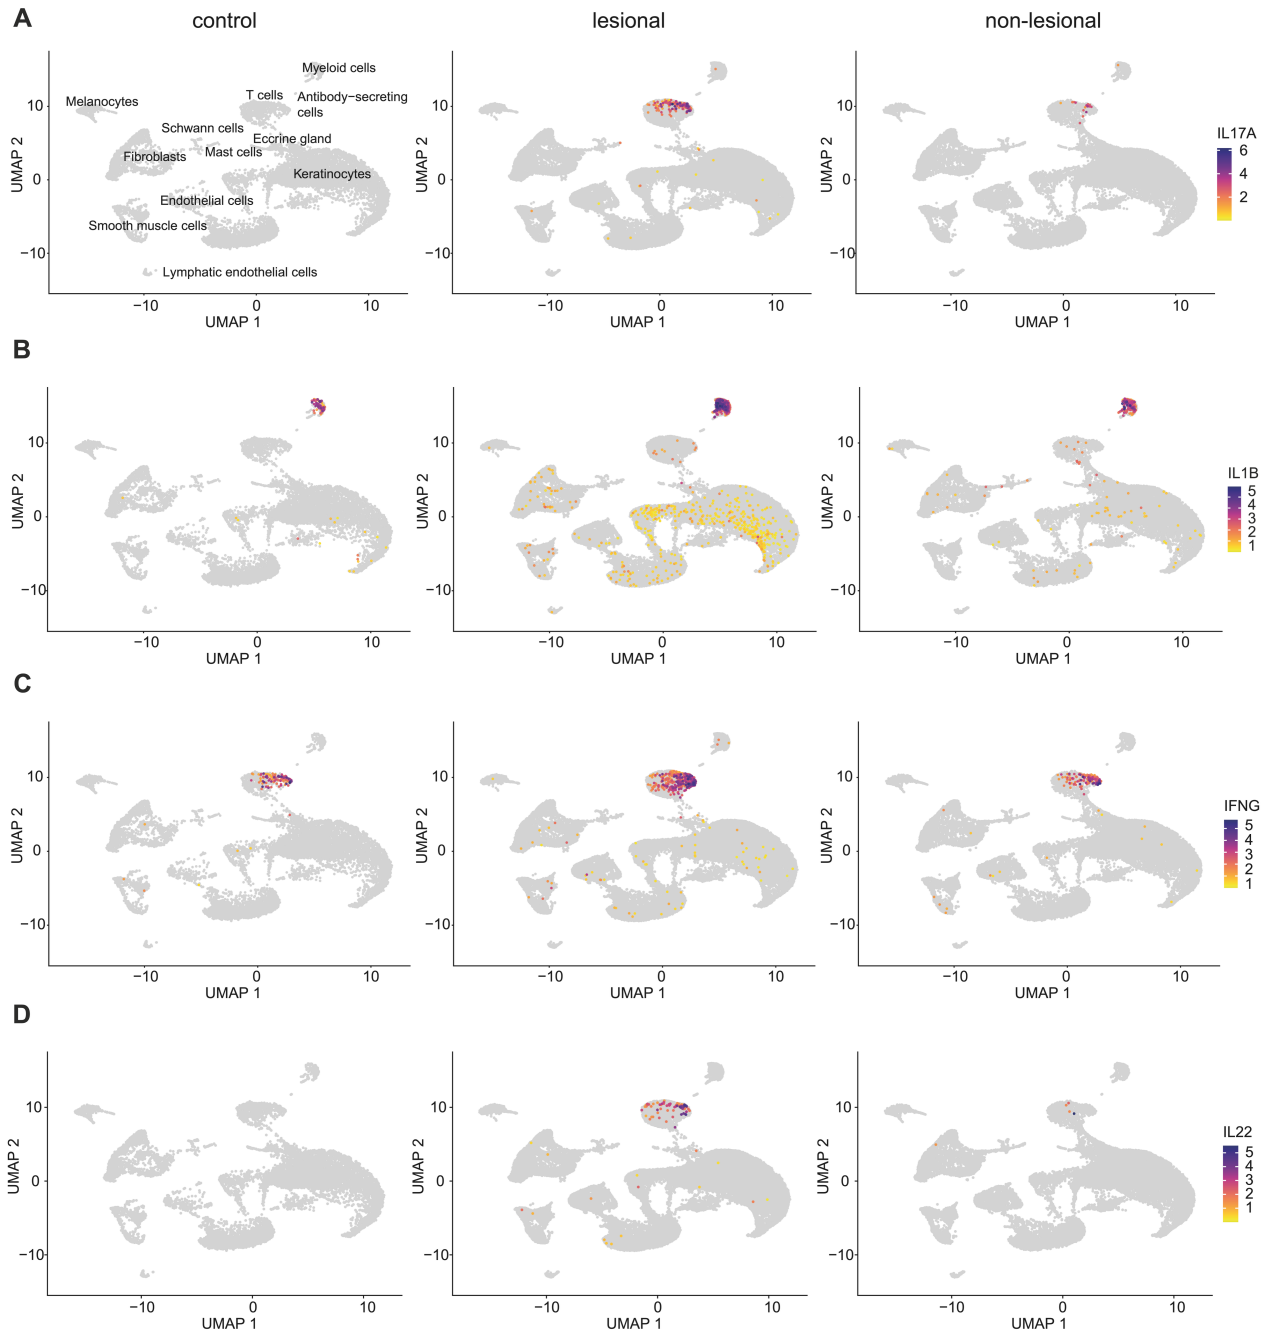

**Supplementary Figure S4. Expression levels of cytokines used for ex-vivo treatments**

ScCustomize feature plots of the full UMAP illustrating expression levels of cytokines selected for ex-vivo treatment of skin biopsies. **(A)** *IL17A* expression, **(B)** *IL1B* expression, **(C)** *IFNG* and **(D)** *IL22* expression, each split by condition into healthy, lesional, and non-lesional psoriasis.

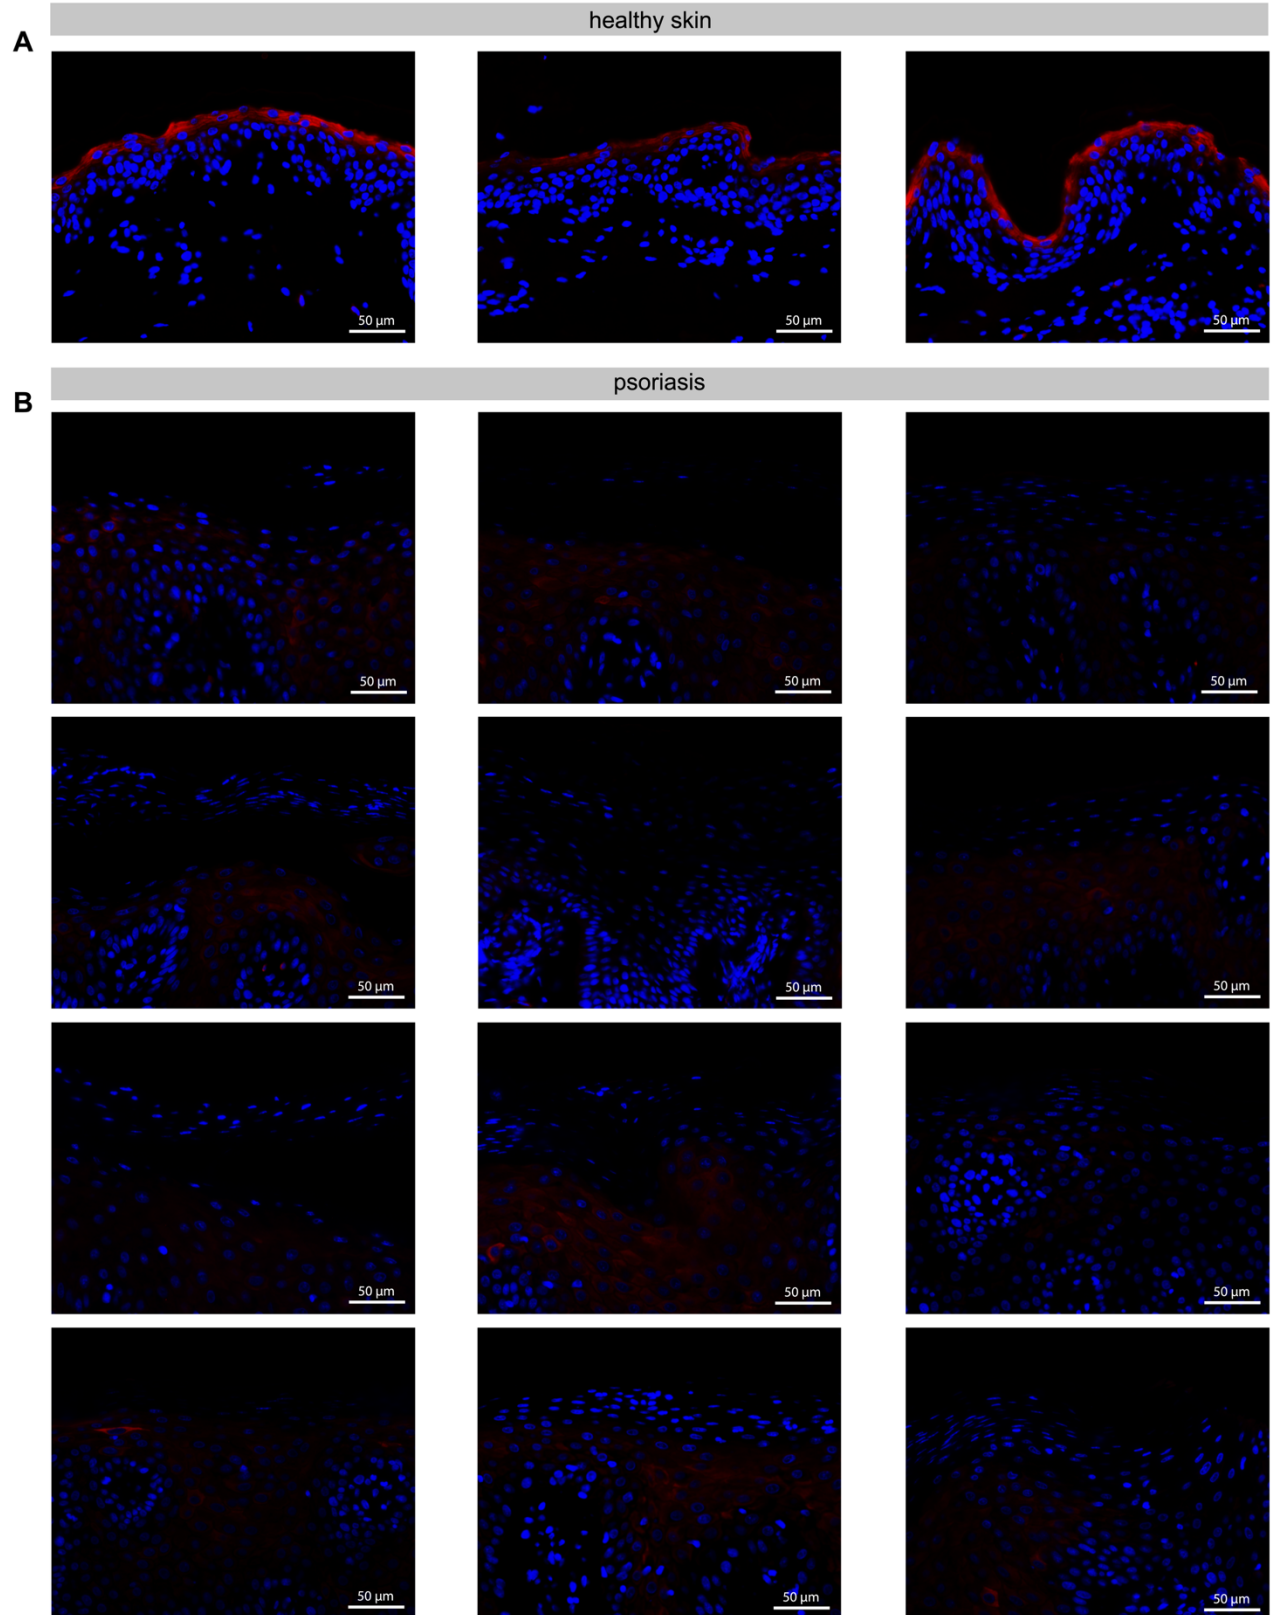

**Supplementary Figure S5. Immunostaining of EPPK1 in healthy and psoriatic skin.**

(A) Immunofluorescence imaging of skin sections from 3 healthy donors and (B) 12 psoriasis skin samples. Images at 40x magnification display DAPI-stained nuclei (blue) and EPPK1 fluorescence (red).

**Supplementary Figure S6. Correlation of EPPK1 Corrected Total Cell Fluorescence (CTCF) levels with clinical parameters in psoriasis.**

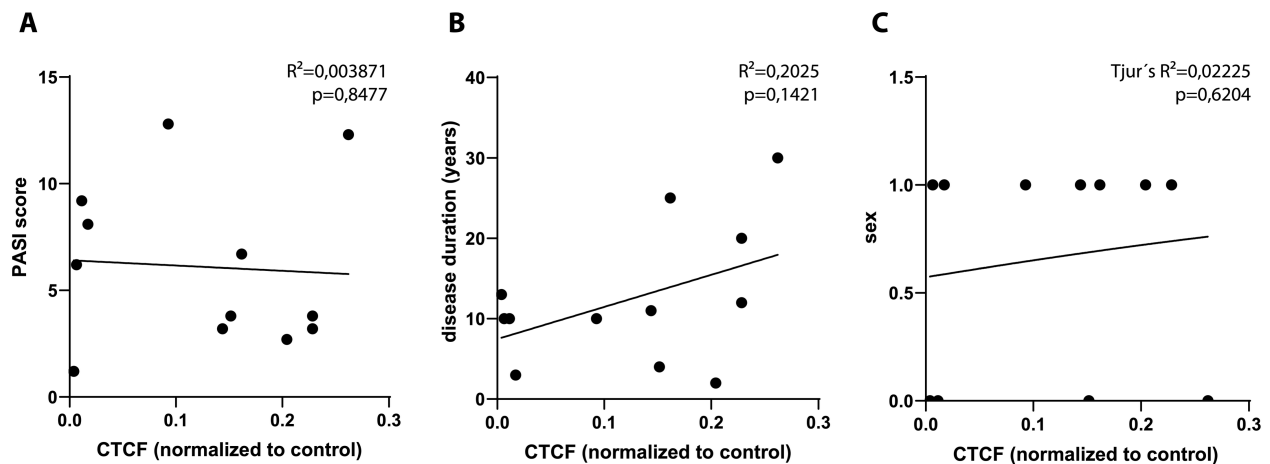

(A) Linear regression analysis of CTCF expression (normalized to mean control skin) and PASI score in psoriatic patients (n = 10). (B) Linear regression analysis of normalized CTCF expression and disease duration (in years). (C) Logistic regression analysis of normalized CTCF expression and patient sex (coded as 1 = male, 0 = female).  $R^2$  values (Tjur's  $R^2$  for logistic regression) and p-values are indicated. No statistically significant associations were observed.

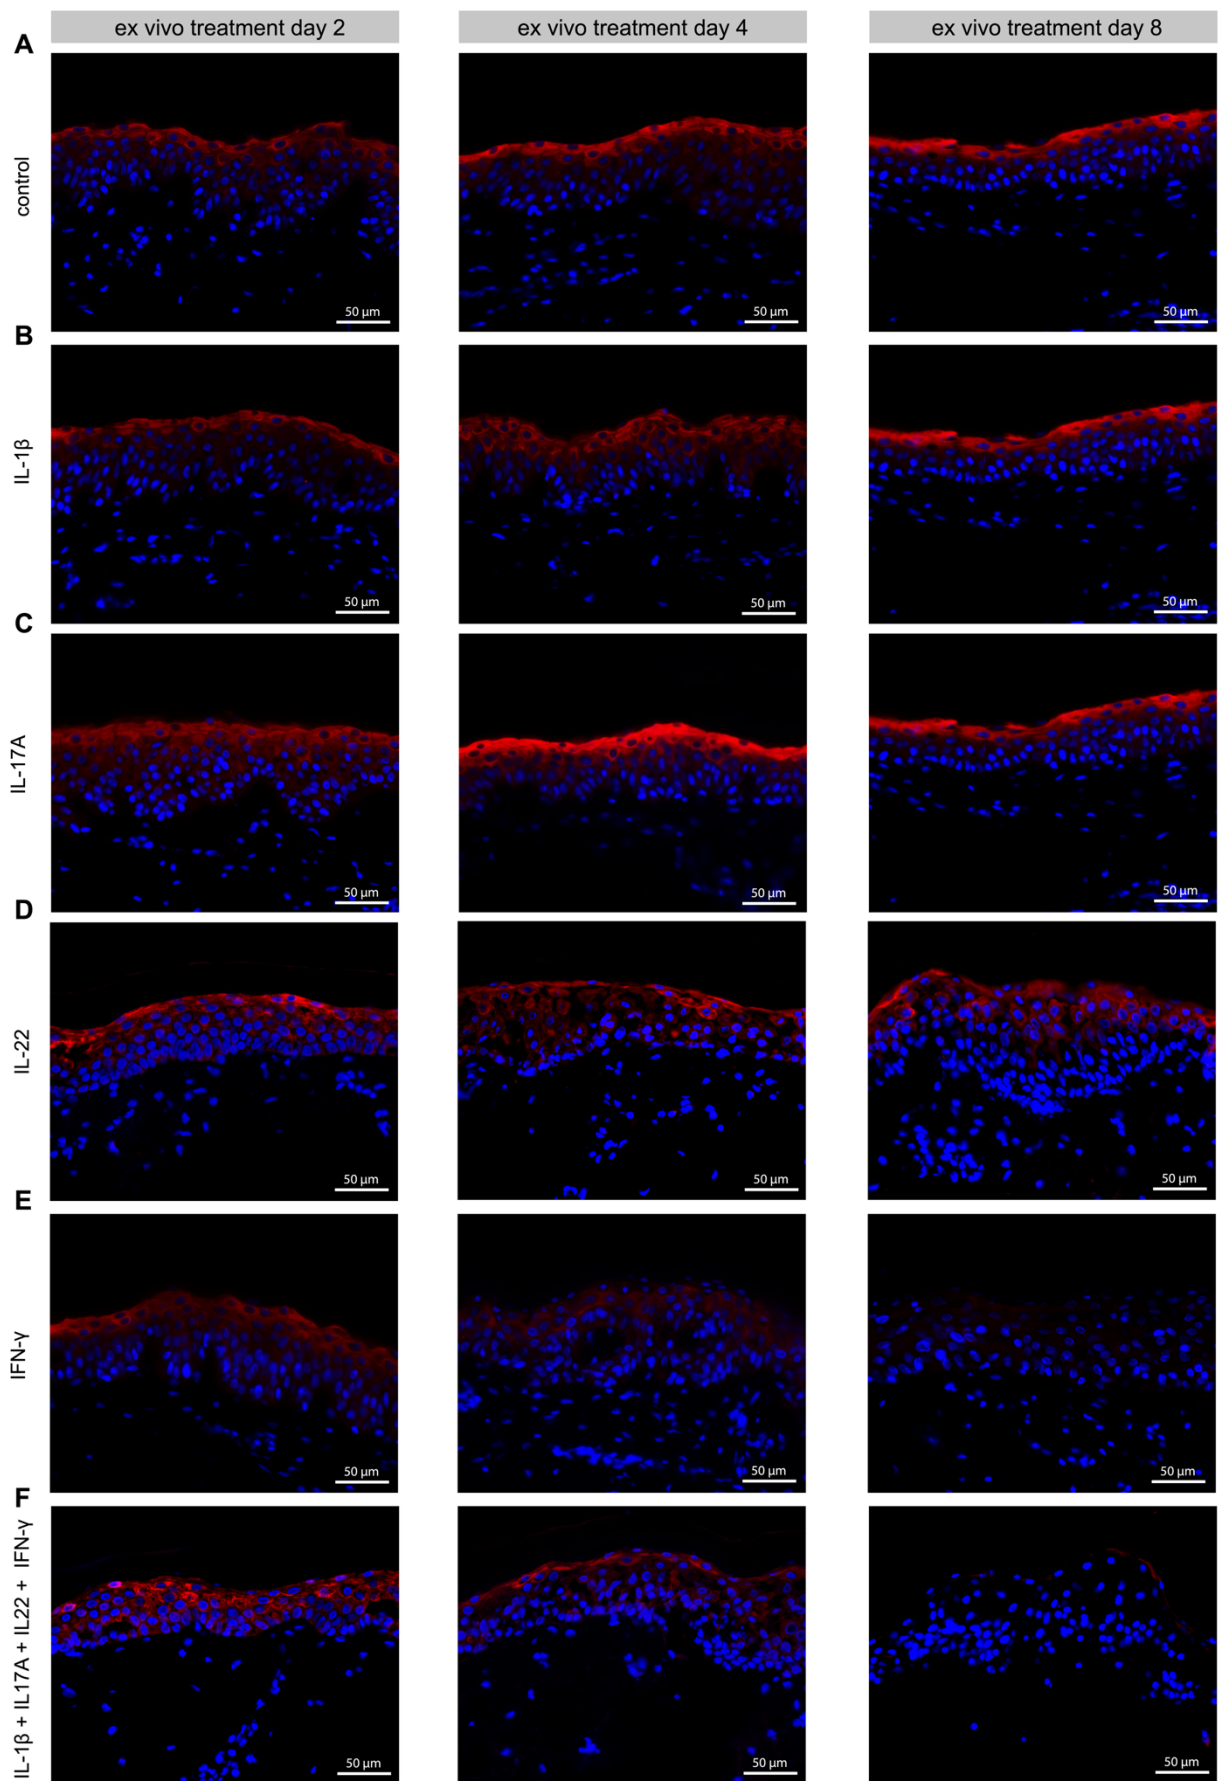

**Supplementary Figure S7. Immunostaining of EPPK1 in healthy and psoriatic skin.**

Immunofluorescence imaging of skin samples ex vivo at different treatment timepoints at 40x magnification with DAPI-stained nuclei (blue) and EPPK1 fluorescence (red). **(A)** Shows untreated skin ex vivo at days 2, 4, and 8. Images of ex vivo treatment with **(B)** IL-1 $\beta$ , **(C)** IL-17A **(D)** IL-22, **(E)** IFN- $\gamma$ , and **(F)** a combination of IL-1 $\beta$ , IL-17A, IL22 and IFN- $\gamma$ , taken at days 2, 4, and 8.

## 2 Supplementary table

| sample ID           | diagnosis | sex | PASI score | disease duration |
|---------------------|-----------|-----|------------|------------------|
| <b>psoriasis</b>    |           |     |            |                  |
| PS1                 | psoriasis | m   | 3.2        | 11y              |
| PS2                 | psoriasis | m   | 3.2        | 12y              |
| PS3                 | psoriasis | f   | 9.2        | 10y              |
| PS4                 | psoriasis | m   | 6.7        | 25y              |
| PS5                 | psoriasis | f   | 1.2        | 13y              |
| PS6                 | psoriasis | m   | 2.7        | 2y               |
| PS7                 | psoriasis | m   | 8.1        | 3y               |
| PS8                 | psoriasis | f   | 12.3       | 30y              |
| PS9                 | psoriasis | m   | 6.2        | 10y              |
| PS10                | psoriasis | f   | 3.8        | 4y               |
| PS11                | psoriasis | m   | 3.8        | 20y              |
| PS12                | psoriasis | m   | 12.8       | 10 y             |
| <b>healthy skin</b> |           |     |            |                  |
| HS1                 | healthy   | f   | 0          | 0                |
| HS2                 | healthy   | m   | 0          | 0                |
| HS3                 | healthy   | f   | 0          | 0                |
| HS4                 | healthy   | f   | 0          | 0                |
| HS5                 | healthy   | m   | 0          | 0                |
| HS6                 | healthy   | m   | 0          | 0                |
| HS7                 | healthy   | f   | 0          | 0                |
| HS8                 | healthy   | m   | 0          | 0                |
| HS9                 | healthy   | m   | 0          | 0                |
| HS10                | healthy   | f   | 0          | 0                |
| HS11                | healthy   | f   | 0          | 0                |

### Supplementary Table S1. Immunostaining of EPPK1 in healthy and psoriatic skin.

Overview of individual sample IDs, diagnosis (psoriasis or healthy), sex, Psoriasis Area and Severity Index (PASI) score, and disease duration (in years) for all study participants. PASI scores and disease duration are provided for psoriasis patients only. Healthy control samples were obtained from individuals who had no clinical signs of psoriasis or other inflammatory skin conditions, undergoing elective plastic surgery procedures such as abdominoplasty.

How the deposited data were processed for this re-analysis (not part of the article)

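Single-cell RNA sequencing of dorsal skin from 1 wildtype C57BL/6J mouse and 1 *Eppk1*-/- mouse backcrossed into C57BL/6J was analysed. The authors made the count files with Cell Ranger 8.0.1 on mm10 and deposited, for each library, the UMI count of each gene in each cell that Cell Ranger called, without normalization. All values were whole numbers, and the filters named in the paper had not been applied to them. Human libraries and the imiquimod libraries are not used here.

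Cells with 200 to 45000 UMIs, 100 to 7500 genes and at most 10% mitochondrial UMIs were kept, 8875 in the wildtype and 8617 in the *Eppk1*-/- library, with medians of 4941 and 4992 UMIs and 2161 and 2144 genes. Mitochondrial genes were then removed. Clustering used R 4.3.3 and Seurat 5.3.0 with log-normalization to 10000, 2000 variable features, 50 principal components, RPCA integration and Louvain clustering. The paper's text names no resolution, and 0.5 was used. SCTransform and MAST, which the paper used, were not used here. The genes reported as results were left out of the variable features, so that the clusters were not formed by them. Clusters were named where at least 3 markers of a type fixed beforehand were found in at least 25% of their cells and no other type's markers outnumbered them among the 10 leading genes. How markers were scored, and the rule that left mixed clusters and clusters with over 95% of their cells from 1 library unnamed, was set after the clusters were seen.

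For each cell type, UMIs were summed per library and given as CPM. Sums, ratios and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and scanpy 1.11.5 was used for doublet scores (Scrublet, expected rate 0.06). Intervals are exact at the 95% level. A count of 0 allows up to 3 counts. Keratinocytes held 36300035 and 24791028 UMIs, so that counting error was small for abundant genes and the missing spread between mice was the main limit. No test between genotypes was made, since 1 library per genotype allows none. Genes were named by a rule set beforehand: each gene the paper names or labels in Figures 2C, 2D and 2H for the mouse, the 10 highest and 10 lowest log2 ratios among genes detected in at least 25% of keratinocytes of a library, and the leading members of each list. Other genes named in the text were chosen after their values were seen. The size rule was a log2 ratio of 0.5 in either direction.

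Lists of genes for hemidesmosomes, tight junctions, desmosomes and adherens junctions, focal adhesion, cholesterol synthesis, the lipid barrier, glucocorticoid response, clock output, the opposite clock phase, YAP and TEAD targets, early genes of dissociation and abundant fibroblast RNA were fixed before the data were examined, as were the main choices and 11 alternatives for each keratinocyte result. The median log2 ratio of members with at least 50 UMIs was placed among 10000 random lists of the same size, matched in 20 bins of expression. Genes labelled in the figures were left out of the glucocorticoid, clock, YAP and dissociation lists: 8 of 34 glucocorticoid, 2 of 11 clock output and 3 of 22 YAP genes. In the adhesion and lipid lists they stayed: 2 of 22 cholesterol, 1 of 21 tight junction and 1 of 28 lipid barrier genes. Shares of cells with a UMI were taken after thinning to 2000 UMIs, which left out 568 wildtype and 499 *Eppk1*-/- keratinocytes with fewer. Coordinates came from GENCODE M21 on GRCm38 (mm10), in which 19036 of the non-mitochondrial genes had coordinates and 10 had none.

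The alternatives were a resolution of 1, no integration, removal of Scrublet doublets, TMM scaling (edgeR 4.0.16), centring on the median, a mean over cells, sub-clusters weighted by their wildtype shares, stricter cells (1000 UMIs and 500 genes), no cell filter, thinning, and sebocytes counted as keratinocytes. Added after the data were seen were removal of the 5% of cells with the highest Scrublet scores in both libraries, leaving out 2 mixed sub-clusters, sebaceous and follicle clusters counted as keratinocytes, and log2 of the mean plus 1. Scrublet's own threshold marked 2 wildtype cells, so the highest 5% of scores (456 cells) were removed there as planned, while its threshold was kept for the *Eppk1*-/- library (217 cells). The procedure was tested on simulated data with 1 library per group: all 200 genes changed by 1 on the log2 scale passed the size rule, 0 unchanged genes did, and 95.3% of intervals held the simulated ratio. Lists of 20 genes lowered by 0.2 were found in 100% of draws, and 3.5% of unchanged lists fell outside the central 95%. The simulated data held counting error alone, with no spread between mice and no genes that move together. They therefore do not show how often such spread would pass the size rule or shift a list.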

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

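Of the tests in this part, those of keratinocyte RNA in fibroblasts were chosen only after the result was seen, while those of a body-wide difference and of the time of day were set before.

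Fibroblasts, which the paper does not report on, showed differences between the libraries in 5 lists. The median log2 ratio of hemidesmosome genes was -0.254 (6 of 7 lower, percentile 0.67 of random lists) and that of desmosome and adherens junction genes -0.285 (14 of 18 lower, percentile 0.01). It was -0.414 for cholesterol synthesis (18 of 22 lower, percentile 0.0), -0.276 for glucocorticoid response (17 of 25 lower, percentile 0.02) and -0.543 for clock output (8 of 9 lower, percentile 0.01). With 1 mouse per genotype, none of these could be tested between genotypes. The mix of fibroblast clusters also differed. Cluster 2 held 568 wildtype and 1167 *Eppk1*-/- cells, cluster 4 held 611 and 761, cluster 7 held 429 and 431, and cluster 8 held 235 and 436. Fibroblast ratios were not weighted by cluster, so the part of this mix in them is not known.

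The adhesion lists hold genes that are abundant in keratinocytes, so keratinocyte RNA in fibroblast droplets was weighed. Of 14 keratinocyte marker genes with at least 50 UMIs in fibroblasts, 12 were lower in the *Eppk1*-/- library. Their median log2 ratio in fibroblasts was -0.491, against -0.07 in keratinocytes. *Krt15* had 192 CPM and 136 CPM in wildtype and *Eppk1*-/- fibroblasts, and *Krt17* 98.2 CPM and 38.8 CPM. *Krt10* (0.26) and *Ly6d* (0.20) went the other way. Less keratinocyte RNA in the *Eppk1*-/- library may thus lower these lists. Against it as the whole cause, the lists stayed low, at percentiles 0.11 and 0.0, after a carried share of the keratinocyte level was taken off (4.00% in the wildtype and 3.32% in the *Eppk1*-/- library). That share is an estimate from the summed markers, in which *Krt10* weighs most and moved the other way. Carried RNA and a difference inside fibroblasts therefore cannot be told apart for the adhesion lists, because the carried share of each gene is not known. The test on the markers alone pointed to carried RNA, and it was read as open once the corrected lists were seen.

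For cholesterol synthesis in fibroblasts, the same correction left the list at percentile 0.0, with a median of -0.39. The list was also lower in the unnamed cluster 6, which carries myeloid markers (-0.57, percentile 0.0). Hemidesmosome genes (-0.781, 7 of 7 lower, percentile 0.01) were low in cluster 6 too. So were desmosome and adherens junction genes (-0.422, 16 of 17 lower, percentile 0.02). Less carried keratinocyte RNA in cluster 6 could lower all 3 lists, so cluster 6 is no clear further cell type with the difference. The cholesterol list was not outside the random range in T or NK cells (percentile 25.8, 7 genes) or in the unnamed cluster 11 (percentile 41.8). Carried keratinocyte RNA cannot be told apart from a difference in these cells, because the correction rests on an estimated share. Genotype, mouse and punch differ together, so a biological difference stays open and untested.

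Glucocorticoid and clock output genes were lower in fibroblasts and in part in keratinocytes. The glucocorticoid list was at percentile 0.02 in fibroblasts and 0.04 in keratinocytes (median -0.12, 17 of 23 lower), which a difference in glucocorticoid level between the mice would give and which alone would speak for it. In T or NK cells its median was alike (-0.12), at percentile 4.22 without the labelled genes and 0.6 with them, and from 0.45 to 20.0 over 13 alternatives, of which 4 put it below percentile 2.5. In cluster 6 the list was at percentile 84.3 and in cluster 11 at 99.9, which a difference in the whole body does not give by itself. A different time of day would lower clock output genes in keratinocytes, where the list was at percentile 6.56 without the labelled genes and 0.48 with them, while the genes of the opposite clock phase were higher (median 0.18, percentile 99.1). In fibroblasts *Dbp* fell by 1.49 on the log2 scale. In clusters 6 and 11 clock output was higher (percentiles 99.1 and 99.7). These explanations cannot be told apart from an effect of genotype, since 1 mouse of each genotype was sampled and the cell types point in different directions.

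Cluster 23 held 55 cells of the *Eppk1*-/- library and 0 of 8875 wildtype cells, which allows a share of up to 0.0338%. Its leading genes included *Cyp2g1*, *Btc*, *Scd3* and *Cidea*, and its cells had 0.375 times the median UMIs of their library. Without integration a like cluster held 56 cells, again with 0 from the wildtype. Whether a punch happened to include such cells was not tested, and no biological explanation was tested.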

How the results depend on the processing

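The removal of the 5% of cells with the highest Scrublet scores, leaving out mixed sub-clusters, counting sebaceous and follicle clusters as keratinocytes, and log2 of the mean plus 1 were chosen only after the results were seen. The cause was not tested for any change named here unless stated.

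*Eppk1* was lower in *Eppk1*-/- keratinocytes under all 15 alternatives, from -2.562 to -1.445 on the log2 scale. It moved beyond counting error with the mean over cells (-2.562), thinning (-2.533), weighted sub-clusters (-1.65), no cell filter (-1.445), sebocytes included (-1.99), sebaceous and follicle clusters included (-1.975) and log2 of the mean plus 1 (-2.229). The deep cells of the sub-cluster numbered 6 hold 77.5% of the remaining *Eppk1* UMIs, and the mean over cells and thinning give them less weight by construction.

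The summed other plakins stayed within 0.06 of 0 under every alternative. The log2 ratio was 0.007 when centred on the median, 0.017 as a mean over cells, 0.035 with weighted sub-clusters, 0.001 without a cell filter and 0.023 after thinning. It was -0.051 with sebocytes, -0.052 with sebaceous and follicle clusters and 0.016 with log2 of the mean plus 1. *Ppl* changed sign with weighted sub-clusters (0.012) and thinning (0.004). *Dsp* did so with the mean over cells (0.05), weighted sub-clusters (0.044), thinning (0.056) and log2 of the mean plus 1 (0.049). *Krt14* turned to -0.048 with weighted sub-clusters and *Msn* to -0.028 after thinning. *Plec* stayed higher and *Dst* lower under all 15.

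Of the genes past the size rule, 2 were higher with weighted sub-clusters, 3 after thinning, 12 with sebocytes, 14 with sebaceous and follicle clusters, and 1 with log2 of the mean plus 1. Lower were 25 with the mean over cells, 10 after thinning and 5 with log2 of the mean plus 1. With a UMI in at least 10% of cells, 24 genes were higher and 48 lower, and with no detection rule 350 and 519. More genes were then looked at (6414 and 11774, against 3494). The share past the size rule rose too, so the number of genes alone does not explain the rise. Beyond a log2 ratio of 1, 0 genes were higher and 2 lower. TMM scaling left 23.8% of these genes on the higher side, and centring made it 31.8%.

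The cholesterol list stayed below percentile 2.5 under its 16 alternatives. Hemidesmosome, tight junction, desmosome and focal adhesion lists stayed inside the random range in keratinocytes under all 16. The lipid barrier list did not keep its place: its median was 0.056 (percentile 97.6) with weighted sub-clusters, a reversed direction. It was -0.016 with the mean over cells, -0.03 without a cell filter, -0.023 after thinning, -0.042 with sebocytes, -0.031 with sebaceous and follicle clusters and -0.003 with log2 of the mean plus 1, each inside the random range.

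Glucocorticoid genes stayed low in keratinocytes (17 alternatives) and fibroblasts (13), and dissociation genes stayed low in keratinocytes (17). Clock output in keratinocytes passed below percentile 2.5 without integration (-0.189), with the mean over cells (-0.306), weighted sub-clusters (-0.173), no cell filter (-0.215), thinning (-0.312), log2 of the mean plus 1 (-0.074) and the whole list (-0.188). The opposite clock phase came inside the random range in keratinocytes with the mean over cells (0.12), thinning (0.036) and log2 of the mean plus 1 (0.044), and in fibroblasts passed it after thinning (0.311). YAP and TEAD targets in keratinocytes fell below it as a whole list (-0.084). In fibroblasts they rose above it with Scrublet doublets removed (0.19), the mean over cells (0.166), no cell filter (0.199), thinning (0.217) and log2 of the mean plus 1 (0.062). Dissociation genes in T or NK cells turned to 0.179 with Scrublet doublets removed. The median absolute log2 ratio within 10 Mb of *Eppk1* passed above the central 95% of random lists in keratinocytes with the mean over cells (0.182), weighted sub-clusters (0.141), no cell filter (0.149), thinning (0.177) and sebocytes (0.161).

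Among results for single genes and smaller classes, 227 comparisons stayed, 76 moved, 8 became stronger and 9 changed direction, all of the last given above. In T or NK cells thinning gave no value for the opposite clock phase or YAP targets, and removal of the 5% highest Scrublet scores none for the former, for want of UMIs. Weighted sub-clusters, sebocytes and mixed sub-clusters apply to keratinocytes alone. In the smaller classes, lists with 3 to 7 detected genes allow no firm statement.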

Differences from the paper's values

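The alternatives with sebaceous and follicle clusters or log2 of the mean plus 1 were chosen only after the values were seen.

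For *Eppk1* in keratinocytes the paper's log2 fold change is about -2.5 (Fig. 2D, read by eye) and the value here is -1.93. Of the alternatives set before the data were examined, the mean over cells (-2.56) and thinning (-2.53) reached the paper's value and the others did not. For *Tsc22d3* the paper's value is about -1.1 (Fig. 2D, read by eye) against -0.81 here, and only the mean over cells (-1.04) reached it. For *Zbtb16* it is about -1.0 (Fig. 2D, read by eye) against -0.82, and the mean over cells (-0.95), thinning (-1.06) and, chosen after seeing the values, sebaceous and follicle clusters included (-0.91) reached it, while the others did not. For *Slc6a6* it is about -0.7 (Fig. 2D, read by eye) against -0.58. The mean over cells (-0.66), weighted sub-clusters (-0.61), no cell filter (-0.61), thinning (-0.70) and sebocytes included (-0.63) reached it, as did sebaceous and follicle clusters included (-0.63), chosen after seeing the values, and the remaining alternatives did not.

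For *Pnpla3* the paper's log2 fold change is about 1.5 (Fig. 2D, read by eye) against 1.88 here, reached with the mean over cells (1.42) alone. For *Dpt* it is about 1.3 (Fig. 2D, read by eye) against 1.07, and none of the alternatives reached it. For *Elovl4* it is about 0.6 (Fig. 2D, read by eye) against -0.14. None of the alternatives came within the reading error. With sebocytes included *Elovl4* was on the paper's side, at 1.08, and with sebaceous and follicle clusters included, chosen after seeing the values, at 1.11.

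For the percent of *Eppk1*-/- keratinocytes with a UMI, the paper's value for *Ppl* is about 52 (Fig. 2C, read by eye) against 81.6% here, and for *Evpl* about 34 (Fig. 2C, read by eye) against 64.5%. Thinning to 2000 UMIs (66.6% and 48.4%) and to 1000 UMIs (43.4% and 30.3%) brought both within 1.5 times the paper's value, and no other alternative did. Thinning to 1000 UMIs moved other values more than 1.5 times away. *Eppk1* in *Eppk1*-/- keratinocytes was at 14.0% against about 25 (Fig. 2C, read by eye), and *Plec* in wildtype keratinocytes at 46.0% against about 77 (Fig. 2C, read by eye). *Macf1* was at 24.7% in wildtype keratinocytes against about 56 (Fig. 2C, read by eye), and at 24.3% in *Eppk1*-/- keratinocytes against about 52 (Fig. 2C, read by eye). For *Dsp* the paper's value is about 59 (Fig. 2C, read by eye) against 99.1%, and no alternative reached it. The dot sizes were read against the legend of the figure, and whether they are on the scale of the share of cells with at least 1 UMI is not settled, which holds for all the values read from Fig. 2C.

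The paper's numbers of differentially expressed genes are 29 higher and 62 lower, from a test with a fold change threshold. The size rule without a test gave 5 higher and 16 lower genes. Neither number was reached by an alternative that kept the detection and size rules. With a UMI required in 10% of cells, set before the data were examined, 24 higher genes came within 1.5 times the paper's 29, and 48 lower genes within 1.5 times the paper's 62. With no detection rule, labelled genes outside it, such as *Fkbp5*, *Ccn2*, *Hpgd*, *Pnpla3* and *Arhgap8*, also pass a log2 ratio of 0.5.

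In directions, *Elovl4* stands on the higher side of Fig. 2D and was lower here. Besides the alternatives with sebocytes, it was above 0 with the mean over cells (0.05), weighted sub-clusters (0.01), thinning (0.02) and, chosen after seeing the values, log2 of the mean plus 1 (0.04). The paper states lower expression of genes of epithelial cohesion. Its enrichment analysis took the genes lower in both *Eppk1*-/- and psoriatic keratinocytes. The medians here are of whole lists fixed in advance, a different measure, so they do not exclude lower expression of single adhesion genes. In keratinocytes the hemidesmosome (5 of 7 genes higher), tight junction (12 of 21 higher), desmosome and adherens junction (12 of 20 higher) and focal adhesion lists (11 of 21 higher) were not lower. The cholesterol list was lower under each alternative. The lipid barrier list was lower (percentile 0.83), but 7 of its 16 alternatives did not keep it below the random range, and with weighted sub-clusters it was higher.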

Other observations

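Of the tests in this part, those of droplets shared by both libraries, of wildtype cells in the *Eppk1*-/- library, of single genes near *Eppk1*, of carried fibroblast RNA and of cholesterol synthesis in several cell types were chosen only after the result was seen. The tests of dissociation, of the window around *Eppk1*, of stray fibroblast RNA and of free RNA were set before.

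*Eppk1* UMIs remained in *Eppk1*-/- keratinocytes. Free RNA outside cells gives all cell types a like share, but after thinning 21.28% of these keratinocytes had an *Eppk1* UMI against 3.42% of fibroblasts, which speaks against it. Wildtype RNA in droplets with a cell of each library was also weighed, for sub-cluster 6. There, 168 *Eppk1*-/- cells that shared no droplet barcode with a wildtype cell still had 3116 CPM of *Eppk1* (interval 3061 to 3171), against 3836 CPM in 44 cells that did. Wildtype cells counted in the *Eppk1*-/- library would keep every gene at or above the share of wildtype that they supply. For *Eppk1* in sub-cluster 6 this share was 46.4%, a log2 ratio of -1.11 (interval -1.14 to -1.08). *Fkbp5* fell further there, to a log2 ratio of -1.59 (-1.589, interval -1.93 to -1.28), which speaks against wildtype cells as the source of all of it. A smaller part from such cells is not excluded. Ratios of other genes there do not decide: *Pnpla3* 2.44, *Poldip3* 0.42, *Serhl* -0.70 and *Txnip* -1.21 (interval -1.45 to -0.98). These ratios had been seen before the test was chosen. A transcript of the mutated allele that still binds probes may remain, above all in differentiated cells, but the position of the probes is not analysed here and this was not tested. *Flg* was also higher in sub-cluster 6, at 10060 CPM against 4339 CPM, so the stage of its cells may differ between the libraries.

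Genes within 10 Mb of *Eppk1* could differ because of a flanking segment of the strain in which the allele was made, left after backcrossing. Their median absolute log2 ratio was at percentile 87.4 of random lists in keratinocytes (189 genes) and 67.69 in fibroblasts, both inside the central 95%. In T or NK cells it was at 96.9, in cluster 6 at 97.2 and in cluster 11 at 98.0. With windows of 5 and 20 Mb, keratinocytes gave 52.4 and 92.6. Few genes changed: 7 of 167 passed 0.5 the same way in keratinocytes and fibroblasts (*Jrk*, *Ly6k*, *Csf2rb*, *Tef*, *Serhl*, *Arhgap8* and *Cdpf1*; 4.19%, interval 1.70 to 8.44), against 178 of 10704 elsewhere (1.66%). This share was above that of 94.75% of 8973 windows on other autosomes. The evidence is mixed. The window was inside the random range in keratinocytes and fibroblasts, and past it in cluster 11 and under 5 of 18 keratinocyte alternatives (up to percentile 99.5). A flanking segment cannot be told apart from chance or from an effect of *Eppk1* itself, because of these opposing values and because no strain variants were read. Of 25 genes labelled in Fig. 2D besides *Eppk1*, 4 lie in this window (16.0%), against 189 of 11773 genes with enough UMIs (1.61%) and 26 of the 868 with a log2 ratio past 0.5 in either direction (3.00%).

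*Dpt* and *Fn1*, both higher in *Eppk1*-/- keratinocytes, are abundant in fibroblasts. The median log2 ratio of *Col1a1*, *Col1a2*, *Col3a1* and *Dcn* in keratinocytes was 0.084, with *Dcn* at 0.47 and *Col1a2* at 0.01, so more stray fibroblast RNA in general cannot be told apart from none, because these genes moved apart. If the RNA was carried with the ratio that fibroblasts themselves show, ratios in both cell types would be alike. The median difference over the other fibroblast genes was 0.095, but single genes went both ways, from -2.55 (*Mgp*) to 0.50 (*Lum*), so this decides nothing. *Dpt* and *Fn1* differed by 0.43 and 0.24, within that range. Their log2 ratios in keratinocytes were 0.63 and 0.78 without the mixed sub-clusters, and 1.151 and 1.301 with Scrublet doublets removed, against 1.07 and 1.21 with all cells. Sub-cluster 10, with 43 wildtype and 48 *Eppk1*-/- cells and led by *Col1a1*, *Col1a2*, *Col3a1* and *Dcn*, was counted among the keratinocytes. It held 59.1% of the *Dpt* and 34.1% of the *Fn1* UMIs of the class, so a large part of both may come from cells that are not keratinocytes. For the rest, carried fibroblast RNA and a difference inside keratinocytes cannot be told apart, because the fibroblast genes do not move together.

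Cholesterol synthesis genes were lower in *Eppk1*-/- keratinocytes and also in fibroblasts (percentile 0.0), which may point to a difference shared by several cell types, not one inside keratinocytes, such as a difference between the mice or punches. A lower carried share of keratinocyte RNA in fibroblasts stays open beside it.

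Early genes of dissociation and heat shock were lower in *Eppk1*-/- keratinocytes (median -0.16, percentile 0.0, from *Junb* at -0.39 to *Fos* at 0.14). In fibroblasts they were at percentile 71.48, in T or NK cells at 13.1, and in clusters 6 and 11 higher, at 99.99 and 100. Unequal stress during dissociation may act on each cell type in its own way, so it cannot be told apart from an effect inside keratinocytes. YAP and TEAD targets without the labelled genes were at percentile 14.5 in keratinocytes, 89.6 in fibroblasts and 8.19 in T or NK cells. The opposite clock phase was at 87.5 in fibroblasts and 95.6 in T or NK cells.

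Cluster 11, with 247 wildtype and 231 *Eppk1*-/- cells, rests on the integration of both libraries. Without integration a like cluster held 233 wildtype and 6 *Eppk1*-/- cells, so its ratios compare cells that are perhaps not the same type (percentile 99.91 for glucocorticoid genes in it, against 0.02 in fibroblasts). Cluster 22, led by the follicle gene *Krt75*, held 61 wildtype and 12 *Eppk1*-/- cells. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 UMIs in keratinocytes of both libraries, which allows up to 3 counts each.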
